# Single-cell stabilization method identifies gonadotrope transcriptional dynamics and pituitary cell type heterogeneity

**DOI:** 10.1093/nar/gky991

**Published:** 2018-10-24

**Authors:** Frederique Ruf-Zamojski, Yongchao Ge, Venugopalan Nair, Michel Zamojski, Hanna Pincas, Chirine Toufaily, Jessica Tome-Garcia, Marlon Stoeckius, William Stephenson, Gregory R Smith, Daniel J Bernard, Nadejda M Tsankova, Boris M Hartmann, Miguel Fribourg, Peter Smibert, Harold Swerdlow, Judith L Turgeon, Stuart C Sealfon

## Abstract

Immediate-early response genes (IEGs) are rapidly and transiently induced following an extracellular signal. Elucidating the IEG response patterns in single cells (SCs) requires assaying large numbers of timed samples at high accuracy while minimizing handling effects. To achieve this, we developed and validated RNA stabilization Buffer for Examination of Single-cell Transcriptomes (RNA-Best), a versatile single-step cell and tissue preservation protocol that stabilizes RNA in intact SCs without perturbing transcription patterns. We characterize for the first time SC heterogeneity in IEG responses to pulsatile gonadotropin-releasing hormone (GnRH) stimuli in pituitary gonadotrope cells. Our study identifies a gene-specific hierarchical pattern of all-or-none transcript induction elicited by increasing concentrations of GnRH. This quantal pattern of gene activation raises the possibility that IEG activation, when accurately resolved at the SC level, may be mediated by gene bits that behave as pure binary switches.

## INTRODUCTION

Immediate-early response genes (IEGs) are rapidly upregulated in response to various external stimuli such as growth factors, hormones, or stress (1,2). IEGs respond to external stimuli within minutes, without requiring *de novo* protein synthesis. Most IEGs encode transcription factors, which regulate genes involved in various cellular functions (3). The quantitative relationship between stimulus dose and transcriptional response is key for an appropriate cell response (4).

IEG induction by hypothalamic gonadotropin-releasing hormone (GnRH) is involved in the regulation of gonadotropin subunit gene (*Lhb* and *Fshb*) expression in pituitary gonadotropes and in gonadotrope cell lines (5–9). The pattern of GnRH signal is pulsatile, which influences gonadotropin gene regulation and is critical for reproductive function (10,11).

Previous studies of IEG transcriptional responses to a stimulus mainly have relied on RNA measurements in bulk cell populations (8,9,12,13). The recent development of SC transcriptomics has enabled researchers to explore cell-to-cell variability and grasp the complex dynamics of gene regulation. Our recent SC transcriptome analysis of gonadotrope cells exposed to static GnRH stimulation highlighted cellular heterogeneity in the response to GnRH and the absence of an effect of cell cycle on this response (14). However, SC sequencing approaches are limited in measurement accuracy due to statistical limitations on measuring rare transcripts. We sought to characterize IEG transcriptional responses to increasing doses of a physiologic pulsatile GnRH stimulus across dynamic time-varying stages using integrated fluidic circuit (IFC) SC real-time PCR assays and via a new method for stabilizing the large number of samples needed for study. We devised SC studies that included detailed GnRH pulse stimulation time course experiments (15) and examination of the gonadotrope response to varying GnRH concentrations (16).

Dissecting immediate-early transcriptional responses to an external stimulus in individual cells requires elaborate study designs that include various treatments, time points, and replicates. IEGs, in particular, are dynamic and can respond to handling (17,18). The use of fresh cells for SC transcriptomics necessitates immediate sample processing, which is incompatible with complex time course studies and with a separation between sample harvest and SC processing steps. Thus, there is a need for a cell preservation protocol that: (i) allows splitting of collection time from processing time, (ii) minimizes cell disturbance and transcriptome changes. Such a protocol would also eliminate an obstacle to SC transcriptome analysis of research or diagnostic samples obtained in clinical settings. Although SC preservation approaches (19–21,22) have been reported, they involve multistep research laboratory handling (centrifugation, resuspension) and may be impractical for processing hundreds of samples needed to accurately resolve transcriptional patterns.

We developed a single-step cell preservation method referred to as RNA stabilization Buffer for Examination of Single-cell Transcriptomes (RNA-Best). RNA-Best minimizes alteration of the cell transcriptional state and is suitable for exploring the temporal dynamics of immediate-early transcriptional responses in a large sample set. We validated this methodology by showing that: (i) it maintains RNA quality and qPCR assay-based expression patterns of IEGs in a mouse gonadotrope cell line, (ii) it preserves bulk transcriptome integrity and expression profiles both in a gonadotrope cell line and in primary pituitary cells, (iii) it is applicable to SC transcriptome studies, including IFC SC qPCR of human and mouse cells and SC RNA-seq of mouse gonadotrope cells. Furthermore, RNA-Best enables SC profiling of primary cultures of mouse pituitaries and of dissociated human brain biopsies. Critically, the use of RNA-Best allowed us to investigate cell-to-cell variability in IEG responses to GnRH pulses across various times and doses. We provide first evidence that IEGs show a binary all-or-none SC response to GnRH, with different genes exhibiting distinct probabilities of induction at each concentration.

## MATERIALS AND METHODS

### Cell culture

GnRH was purchased from Bachem (Torrance, CA, USA). LβT2 cells were obtained from Dr. Pamela Mellon (University of California, San Diego, CA). Cells were cultured at 37°C in DMEM (Mediatech, Herndon, VA) supplemented with 10% fetal bovine serum (FBS; Gemini, Calabasas, CA, USA) in a humidified air atmosphere of 5% CO2. Cells were regularly tested (every 3–6 months) for mycoplasma and interspecies contamination, and authenticated by analysis of short tandem repeat (STR) DNA profiling using 27 mouse-specific microsatellite markers (Mouse Cell Check Plus, IDEXX BioResearch, Columbia, MO, USA). Cell line authentication was achieved by comparing our cells with an original aliquot of LβT2 cells used as a standard reference. Our results confirmed that our LβT2 cells were mycoplasma-free, were of mouse origin, and had similar markers as the original cell line aliquot.

### Cell preparation and RNA extraction for cell populations

#### Cell preparation and preservation

LβT2 cells were seeded at 350 000 cells per well in 12-well plates in DMEM/10% FBS. After 2 days of culture at 37°C/5% CO_2_, cells were treated with either vehicle (i.e. medium only) or GnRH (2 nM) for various time periods. Cells were then trypsinized, pelleted at 2200 rpm for 5 min, and resuspended in 400 μl RNA-Best). RNA-Best-preserved cells were stored at 4°C in 1.5 ml Eppendorf tubes for at least 4 days, then spun down at 2200 rpm for 5 min. Pelleted cells were then lysed in 360 μl guanidium thiocyanate RNA lysis buffer. The proprietary RNA-Best reagent is available upon request from the authors.

To compare RNA-Best with the use of fresh cells and other existing cell preservation/stabilization methods, we proceeded with the following alternate protocols after cell trypsinization and pelleting: (i) direct cell lysis in a guanidium thiocyanate RNA lysis buffer (4 M guanidium thiocyanate, 25 mM sodium citrate pH 7, 0.5% sarcosyl [N-lauroyl sarcosine] and 0.1 M 2-mercaptoethanol) (23) and storage at −20°C, (ii) cell fixation with 4% PFA and storage at −80°C, as previously described (21), (iii) cell freezing in DMEM supplemented with 20% FBS and 10% DMSO, and storage at −80°C (20) and (iv) methanol fixation and storage at −80°C (19).

#### RNA extraction and quality control

Except for PFA-fixed cells, total RNA was extracted using the ‘Absolutely RNA 96 microprep’ kit (Agilent, Santa Clara, CA, USA) according to the manufacturer's protocol, and resuspended in elution buffer (Agilent, Santa Clara, CA). By contrast, cells fixed with PFA were subjected to reverse-cross-linking and cell lysis, and RNA purification using the miRNeasy FFPE Kit (Qiagen, #217504) (protease lysis, reverse-crosslinking method (PLRC)), as previously described (21). RNA quality and quantity were assessed by spectrophotometry (Nanodrop), fluorometry (Quant-iT RiboGreen RNA reagent, Invitrogen, Carlsbad, CA, #R11490; Qubit RNA High sensitivity or Broad Range Assay Kits, depending on the RNA amount, ThermoFisher Scientific), and on a Bioanalyzer (Agilent RNA Nano and Pico kits). The RNA Integrity Number (RIN) was determined with Bioanalyzer; a RIN of 8 or above indicated that a sample was suitable for further processing.

### Bulk quantitative real-time PCR

qPCR was performed as recently described (14).

### Bulk RNA-seq assay

Cell preparation, RNA-Best preservation, and RNA extraction were as described above, with the exception that cells were merely treated with 2 nM GnRH for 40 min. RNA-seq libraries were prepared with 2 μg of RNA using the Illumina Truseq LT mRNA kit (Illumina, #RS-122-2101). ERCCs (DNA Sequence Library for External RNA, Controls, #2374, National Institute of Standards and Technology) were added for analysis and quality assessment. Library quality control and quantification were assessed by spectrophotometry (Nanodrop), fluorometry (Qubit dsDNA High sensitivity Assay Kit), qPCR (Kapa Library Quantification Kit Illumina Platforms, Kapa Biosystems, #KK4835), and on a Bioanalyzer (High-Sensitivity DNA Bioanalyzer kit, Agilent). Additionally, the quality of each library was assessed by qPCR of selected genes. A total of six libraries (three from fresh cells, three from RNA-Best-stabilized cells) were pooled together at equal concentration, and the pooled sample (20 μl, 10 nM) was sequenced at the Epigenomics Core of Weill Cornell Medical College on Illumina HiSeq 2500 v3 using 101 bp single reads.

### SC stabilization

LβT2 cells were trypsinized, spun down, resuspended in RNA-Best and stored at 4°C until the assay was performed. Samples preserved in RNA-Best at 4°C were stable for at least 8 weeks.

### High-throughput microfluidic SC qPCR

LβT2 cells were seeded on glass coverslips and treated with either 0.5, 2, 8 or 20 nM GnRH pulses (or vehicle) every 2 h for a total of four pulses, as previously described (15). Cells were harvested at short time intervals around the fourth pulse: 1 min before the fourth pulse (–1 min), 25 min after (+25 min), and 35 min after the fourth pulse (+35 min); for GnRH-treated samples, an additional sample was harvested 60 min after the fourth pulse (+60 min). A ‘no pulse’ control sample was also collected to determine the basal level of activation. Coverslips were collected and cells were trypsinized, pelleted, resuspended in 1 ml RNA-Best, and stored at 4°C. Of note, for each experimental condition (i.e. GnRH concentration and time point), three biological replicates were used for bulk qPCR analysis, and one for SC qPCR analysis.

On the day of the Fluidigm integrated fluidic circuit (IFC) C1 experiment, RNA-Best-stabilized cells were counted and diluted to 200 000 cells/ml in RNA-Best, filtered through a 10-μm filter, and resuspended in a 3:2 ratio of RNA-Best:C1 suspension reagent, as recommended by the manufacturer. SCs were isolated using the IFC C1 system. Briefly, the Pre-amplification assay (PN 100-4904 H1) was performed according to the standard Fluidigm protocol using a small 5–10 μm primed chip, and was followed by the STA-Pre-Amp script. SC cDNAs were collected into 25 μl of C1 DNA dilution reagent.

qPCR was performed using a Fluidigm Biomark HD system. A total of 68 markers were analyzed: 54 genes, 3 Fluidigm spikes, 8 ERCC spikes (both RNA and DNA) and 5 DNA markers. Briefly, 10X assays were prepared to obtain a final 10× concentration with 9 μM of primers, 2.5 μM of probe (Roche Universal probes), and assay loading reagent (Fluidigm PN 100-7611). Samples were prepared by mixing together 3 μl of 2× mastermix (Applied Biosystems, Taqman Gene expression Master Mix #4369016), 0.3 μl of 20X GE sample loading reagent (Fluidigm PN 100-7610), and 2.7 μl of pre-amplified cDNA. The 96.96 dynamic array chip was primed, then loaded with 5 μl of 10× assays and 5 μl of sample mix. The plate was loaded into an HX Fluidigm system for the priming and loading steps using the Fluidigm scripts. Upon completion of the loading script, the plate was transferred to a Biomark instrument to collect qPCR data using the Biomark HD Data Collection software. The parameters specified were: ROX (passive reference), single assay Probe (FAM-TAMRA), GE 96.96 standard v1 without melting curve, and Auto-exposure. Data were analyzed using the Fluidigm Real-Time PCR analysis software to generate the heat map and individual well results. The automated function was used to determine Cycle-Threshold (Ct) values, and data were visually inspected to make sure the threshold looked fine. The Ct threshold was manually adjusted in the case of the *Fos* gene at 20 nM GnRH. Data were exported into Excel for further analysis. Gene expression was calculated as 41 – Ct value. Wells that showed no expression of house-keeping genes represented either damaged cells, cell debris, or the absence of cell, and thus were removed from further analysis.

### GEM Drop-seq assay

LβT2 cells were treated with either vehicle or 2 nM GnRH for 40 min. Cells were then trypsinized, pelleted, and resuspended in 1 ml RNA-Best. GEM Drop-seq was performed as described (10× Genomics, Pleasanton, CA, USA; (24)), following the Single Cell 3′ Reagents Kits V2 User Guide. Cells were filtered, counted on a Countess instrument, and the final concentration was set at 1,000 cells/μl in RNA-Best. The 10X chip (Chromium Single Cell 3′ Chip kit v2 PN-12036) was loaded to target 5000 cells final. Reverse-transcription was performed in the emulsion and cDNA was amplified for 12 cycles before library construction (Chromium Single Cell 3′ Library and Gel Bead Kit V2 PN-120237). Each library was tagged with a different index for multiplexing (Chromium i7 Multiplex kit PN-12062). Quality control and quantification of the amplified cDNA were assessed on a Bioanalyzer (High-Sensitivity DNA Bioanalyzer kit). Library quality control and quantification were evaluated as described above. Sequencing was carried out at the Epigenomics Core of Weill Cornell Medical College on Illumina HiSeq 2500 v3 using 98+26 paired-end reads, two lanes, rapid mode.

### Bulk RNA-seq data analysis

RNA-seq reads were aligned using STAR (25) v2.5.1b with the mouse genome (GRCm38 assembly) and gene annotations (release M8, Ensembl version 83) downloaded from https://www.gencodegenes.org/. The matrix counts of gene expression for all six samples were computed by featureCounts v1.5.0-p1 (26). Differentially expressed genes (5% FDR and at least 2log_2_ fold change) were identified using the voom method (27) in the Bioconductor (28) package Limma (29). Pearson correlation was computed in R using the cor() function (30). The TPM computed by RSEM (31) was used for the comparison of bulk RNA-seq with SC RNA-seq data.

### SC RNA-seq data analysis

SC RNA-seq data were processed using the Cell Ranger pipeline v1.3, which provides a data matrix of expression for all genes and all cells. Differentially expressed genes were analyzed using the sSeq method (32), as implemented in the R package cellrangerRkit v1.1. The cell phase computation for the SCs follows the ideas described in the Supplementary Material of Macosko *et al.* (33) with our own customized R script implementation.

### Statistics

For assessment of the effect of SC preservation on RNA yield (Figure 1A), we used a one-way analysis of variance (ANOVA) followed by Bonferroni multiple comparison post-hoc test, with *n* = 8 biological replicates per protocol and *F* = 5.523. The number of degrees of freedom was 39. For analysis of RNA integrity (Figure 1B), we used one-way ANOVA followed by Bonferroni multiple comparison test, with *n* = 2 biological replicates per protocol and *F* = 45.73. The number of degrees of freedom was 9. For evaluating the effects of preservation on basal and regulated transcript levels by bulk qPCR (Figure 1C), we used a two-tailed *t*-test, with *n* = 4 biological replicates. For *Fos* basal expression, the *t*-values (*t*) and the number of degrees of freedom (df) were: *t* = 1.066, df = 6 (Fresh cells versus RNA-Best preservation), *t* = 10.69, df = 6 (fresh cells versus cryopreservation), *t* = 4.239, df = 6 (fresh cells versus methanol fixation), *t* = 4.322, df = 4 (fresh cells versus FRISCR). For *Egr1* basal expression, they were: *t* = 1.061, df = 5 (fresh cells versus RNA-Best preservation), *t* = 6.715, df = 6 (fresh cells versus cryopreservation), *t* = 3.289, df = 6 (fresh cells versus methanol fixation), *t* = 4.426, df = 4 (fresh cells versus FRISCR). For *Fos* induced expression, they were: *t* = 1.265, df = 6 (fresh cells versus RNA-Best preservation), *t* = 4.650, df = 6 (fresh cells versus cryopreservation). For *Egr1* induced expression, they were: *t* = 1.867, df = 6 (fresh cells versus RNA-Best preservation), *t* = 1.228, df = 6 (fresh cells versus cryopreservation). Statistical analyses were all performed using GraphPad Prism version 5.04 (GraphPad Software, San Diego, CA, USA, www.graphpad.com).

**Figure 1.**
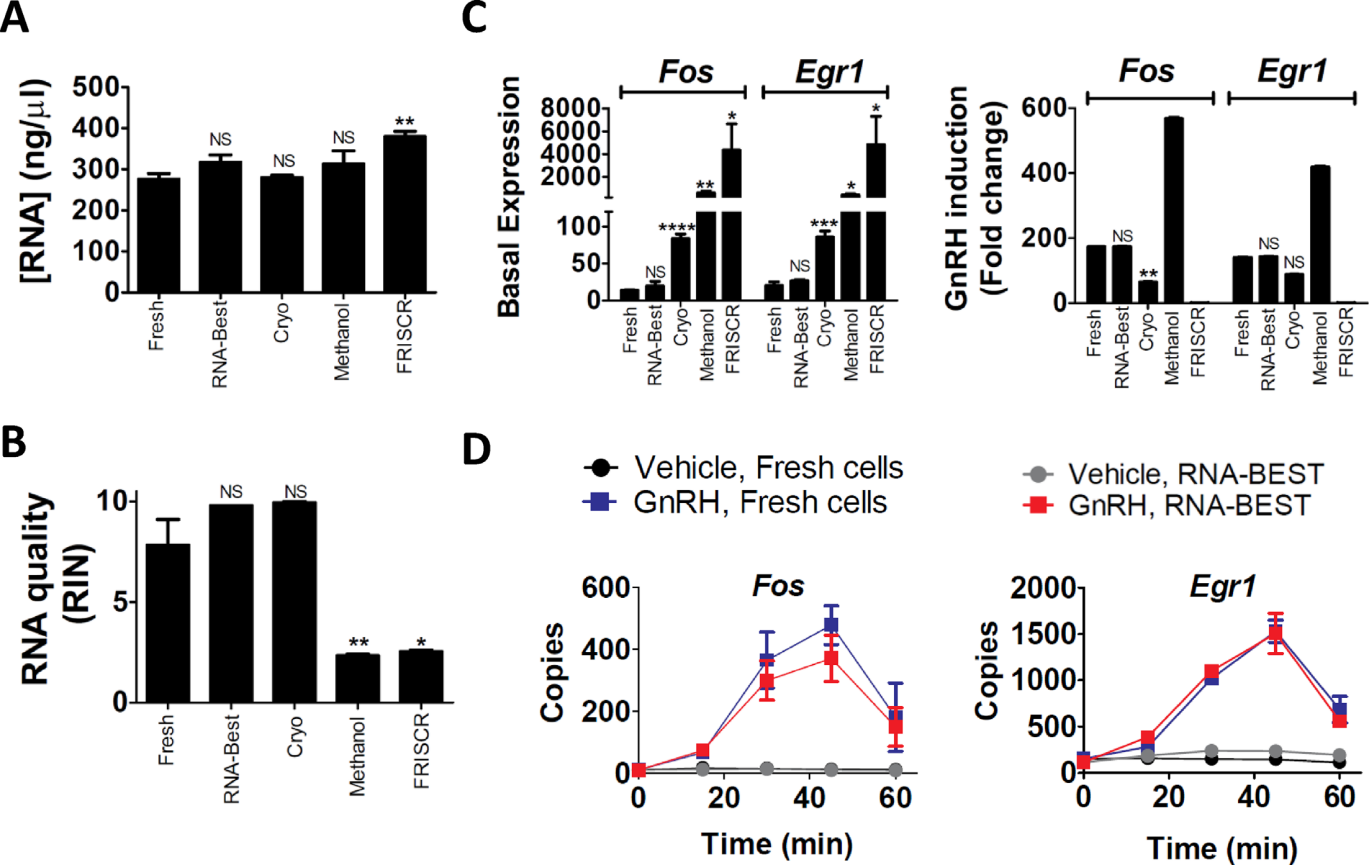
RNA-Best preservation of cultured gonadotropes maintains IEG transcript levels under basal and stimulated conditions. (A, B) RNA yield (**A**) and quality (**B**) from fresh cells, RNA-Best-preserved cells, or cells preserved using cryopreservation, methanol fixation, or FRISCR. *P < 0.05 and **P < 0.01; bars show mean ± s.e.m. (**C**) qPCR analysis of *Fos* and *Egr1* basal expression and GnRH induction (fold change); 2 nM GnRH treatment for 35 min; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Note that *Egr1* fold change using FRISCR equals 1, due to no difference between vehicle and GnRH treatment. (**D**) Time course of GnRH induction of *Fos* and *Egr1* in fresh vs. RNA-Best-preserved cells (*n* = 6 biological replicates per time point and protocol). Data in A–D are from one of four representative experiments.

## RESULTS

### Preservation of RNA integrity and qPCR-based IEG expression patterns in RNA-Best-stabilized cells

We compared RNA isolated from LβT2 gonadotrope cells preserved for 10 days at 4°C with RNA-Best, to that of cells stored at −80°C with other SC preservation methods (19–21), and to RNA isolated from fresh cells. We assessed cellular and RNA integrity, gene regulatory alterations caused by preservation, and ease of use. Total RNA yield was fairly similar with all approaches (Figure 1A). The high RNA integrity numbers (RINs) seen in fresh cells were only found with the RNA-Best and cryopreservation protocols (Figure 1B, Supplementary Figure S1). RINs were significantly lower with FRISCR and methanol fixation. To evaluate the effects of preservation on basal and regulated transcript levels, we measured induction of the IEGs *Fos* and *Egr1* by GnRH (9). Only cells preserved with RNA-Best showed basal and regulated transcript expression levels that were not significantly different from those observed in fresh cells (Figure 1C). A detailed time course of *Fos* and *Egr1* induction by GnRH showed that indistinguishable temporal gene expression trajectories were obtained with RNA-Best-preserved and fresh cells (Figure 1D). Altogether, these data suggest that the RNA-Best protocol preserves high quality RNA with negligible alteration of gene expression patterns, even for handling-sensitive transcripts.

### RNA-seq expression profiles of fresh and RNA-Best-preserved bulk cells are comparable

To evaluate our approach for the transcriptomic profiling of LβT2 cells, we compared bulk RNA sequencing (RNA-seq) data obtained from RNA-Best-preserved and fresh samples following GnRH treatment. 

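LβT2 is a mouse pituitary gonadotrope cell line that responds to gonadotropin-releasing hormone (GnRH). GnRH was applied at 2 nM over 40 min, and 3 libraries were prepared from fresh cells and 3 from cells stored in RNA-Best, for which the methods give at least 4 days of storage. The mRNA libraries were pooled at equal concentration and sequenced as single reads. The authors aligned the reads to the GRCm38 mouse genome with STAR and counted them per gene with featureCounts. The deposited values are counts for 47069 genes that were not scaled for library size. Between 9.36% and 16.3% of the values in a library lay more than 0.001 from a whole number, so they were treated as estimated counts and rounded for the count models. The fresh libraries held 40535204, 47438746 and 14477304 counts, and the RNA-Best libraries 8773187, 4909418 and 11999363. Every fresh library was deeper than every RNA-Best library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow), and the fresh libraries held 3.99 times as many counts in all. Library sizes were scaled by edgeR's TMM method, with factors between 0.994 and 1.01. Gene positions, exonic lengths and GC content came from a later GENCODE release on the same assembly, which matched 46574 of the genes by identifier. In pairs of fresh libraries the chi-square of the counts was between 1.74 and 2.04 per gene, and in pairs of RNA-Best libraries between 1.10 and 1.30. Each pair differed by more than the sampling noise, so no library was counted as deposited more than once. The paper's text does not name whether the libraries of a group came from separate cultures, so their spread may be that between preparations, and n is the number of libraries. Spike-in controls were not analysed here.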

Quality assessment of RNA-seq libraries revealed comparable Bioanalyzer traces (Supplementary Figure S1). 

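Pearson correlations of log2(CPM + 1) were computed across the genes of the count table for each of the 15 pairs of libraries. These correlations are across genes, which are not independent replicates. The mean correlation was 0.9994 ± 0.0002 (SD, n = 3 pairs) among fresh libraries and 0.9981 ± 0.0004 (SD, n = 3 pairs) among RNA-Best libraries. Between fresh and RNA-Best libraries it was 0.9970 ± 0.0006 (SD, n = 9 pairs), with a range from 0.9959 to 0.9977. The mean within groups exceeded the mean between groups by 0.00181, more than in any other split of the libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 10 splits allow). The alternative that moved the correlation between groups most was Spearman's coefficient, with a mean of 0.934. With this coefficient the mean was also lower within groups, at 0.945 among fresh and 0.937 among RNA-Best libraries.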

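Expression of each gene was compared between RNA-Best and fresh libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of the 14736 genes past the filter on low counts, 7479 passed a false discovery rate of 5%, with 3828 higher and 3651 lower in RNA-Best. The median absolute log2 fold change of these genes was 0.27, and 98.5% of all tested genes had an absolute log2 fold change under 1. The common biological coefficient of variation was 2.14%, so that small differences exceeded the spread between replicates. In 8529 genes, or 57.9% of those tested, all RNA-Best values lay on one side of all fresh values, where chance gives 10%. The threshold on the fold change in the methods of the paper can be read as an absolute log2 fold change of at least 2 or of at least 1. At 2, 19 genes passed, all of them higher in RNA-Best, and at 1, 206 higher and 8 lower. The direction at 2 was not kept by every alternative, since with no filter 119 genes were higher and 25 lower, and 1 gene was lower with a GC offset, 1 without fresh replicate 1, 1 without RNA-Best replicate 2 and 2 without RNA-Best replicate 3. The alternative that moved the first count most was a test against a 1.2-fold change with edgeR's glmTreat, which 1732 genes passed, 1302 higher and 430 lower in RNA-Best. With the limma-voom method, 7459 genes passed, 7320 of them shared with edgeR, and 22 at the larger change.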

Gene expression levels were highly consistent based on pairwise correlations (Figure 2A) and expression heat map (Figure 2B). Sequenced samples were also comparable with respect to chromosomal transcript representation bias and GC coverage (Supplementary Figure S2), as well as 5′ to 3′ read coverage bias across all predicted transcript lengths, with the expected increased bias for longer transcripts (Supplementary Figure S3).

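The share of annotated genes with at least 1 count was computed for each chromosome. Over the 20 chromosomes from 1 to 19 and X, it averaged 53.0% in fresh and 46.7% in RNA-Best libraries. The difference, RNA-Best minus fresh, was negative on each of them, from -8.08 percentage points on chromosome 5 to -4.29 on chromosome 16 (exact permutation tests, two-sided, smallest adjusted p = 0.232). When each library was thinned to 4909268 counts, the share averaged 43.2% in fresh and 44.1% in RNA-Best libraries and was higher in RNA-Best on 19 chromosomes and lower on chromosome 12 (exact permutation tests, two-sided, smallest adjusted p = 0.169). In 10 equal bins of exonic GC content, the share averaged 49.8% in fresh and 43.5% in RNA-Best libraries. After thinning, it averaged 40.0% and 40.9% and was higher in RNA-Best in 10 bins. Read positions along transcripts were not analysed here. The log2 fold change from edgeR had a Spearman correlation of 0.522 with exonic length across 14689 genes, which are not independent replicates. Its median rose from -0.22 in genes of up to 1 kb to 0.32 in genes over 10 kb. The tested genes include 1323 processed pseudogenes with a median length of 636 bases, whose values are uncertain. Among protein-coding genes alone the correlation with exonic length was 0.606. For each library, the level of genes over 10 kb minus that of genes of up to 1 kb was taken relative to the mean of the libraries. On the log2 scale it was -0.28 ± 0.03 (SD, n = 3) in fresh and 0.27 ± 0.04 (SD, n = 3) in RNA-Best libraries (exact permutation test, two-sided, p = 0.1, the smallest p possible).

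**Figure D1:**
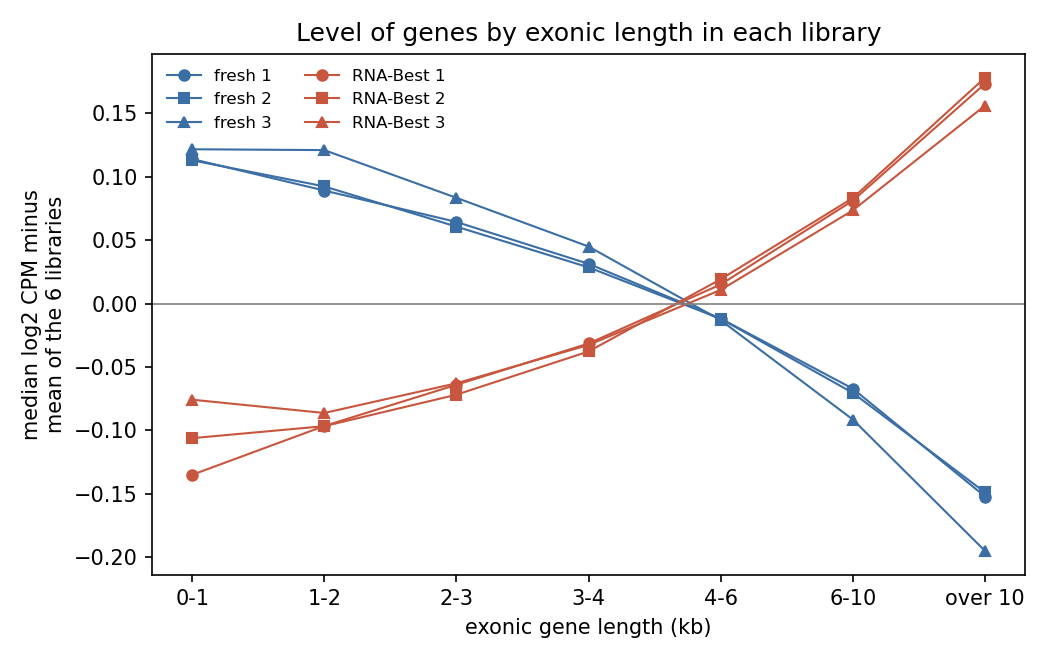
Median over genes of log2 CPM minus the mean of the 6 libraries (vertical axis) by exonic length in kb (horizontal axis), with 1 line for each library. In genes over 10 kb fresh libraries lie below 0 and RNA-Best libraries above it, and in genes of up to 1 kb the order is the opposite.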

**Figure 2.**
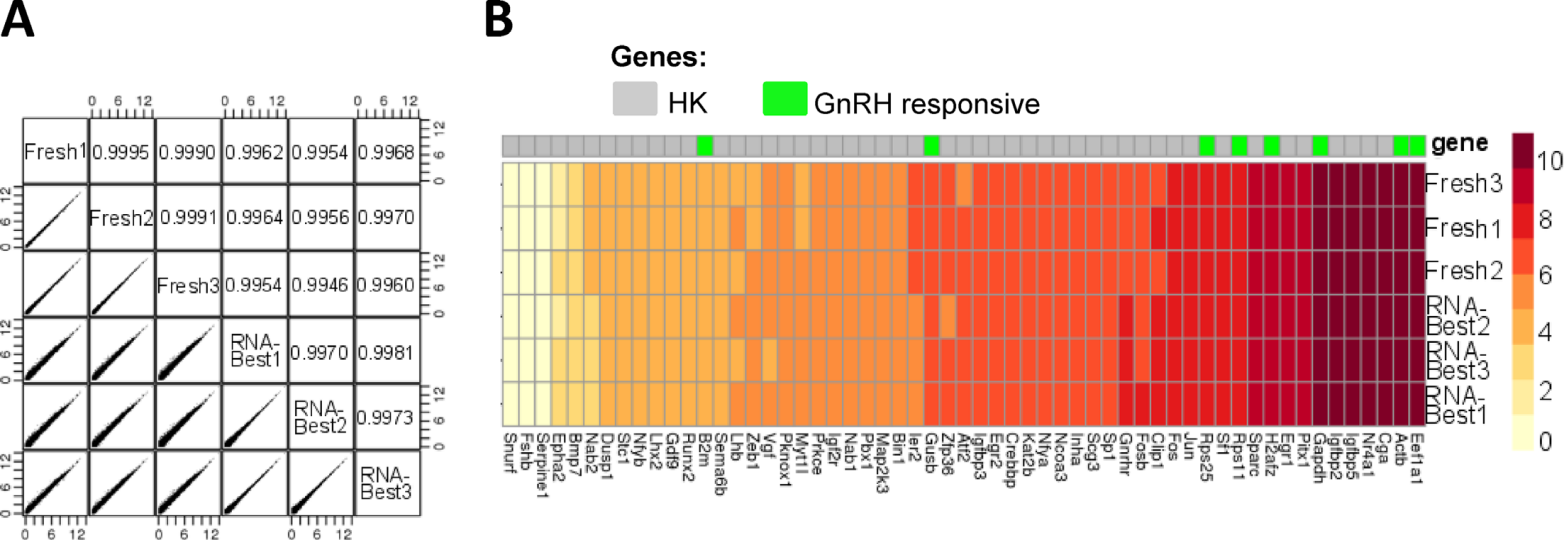
RNA-Best preserves transcriptome profiles from bulk gonadotrope cells. (**A**) Pairwise correlations between bulk RNA-seq data from three fresh and three RNA-Best samples. Expression counts were converted to log_2_ (counts per million +1). Pearson correlations are indicated. (**B**) Heat map of selected GnRH-regulated genes and commonly used house-keeping (HK) genes in the same samples as in A.

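Of the 57 genes labelled in the heat map, 55 passed the filter on low counts. *Fshb* and *Snurf* had 0 counts in all libraries, which allows a level of up to 0.0632 CPM in the deepest and 0.611 CPM in the shallowest library, for counting error only. Of the tested genes, 34 had an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes, 17 higher and 17 lower in RNA-Best, and 34 when adjusted over the list alone. Of these, 32 had an absolute log2 fold change under 0.5. *Fos* lies on chromosome 12 from 85473890 to 85477273 of GRCm38. It had 219 ± 7.69 CPM (SD, n = 3) in fresh and 211 ± 12.8 CPM (SD, n = 3) in RNA-Best libraries. Its log2 fold change was -0.04 (standard error 0.03, adjusted p = 0.389 from edgeR). With an offset for gene length it was 0.10 (adjusted p = 0.0221 from edgeR), and with no filter -0.08 (adjusted p = 0.0399 from edgeR), while its adjusted p over the alternatives ranged from 0.0221 to 0.996. *Egr1*, on chromosome 18 from 34859823 to 34864984, had 575 ± 1.91 CPM (SD, n = 3) in fresh and 601 ± 13.1 CPM (SD, n = 3) in RNA-Best libraries. Its log2 fold change was 0.06 (standard error 0.03, adjusted p = 0.0475 from edgeR), and over the alternatives its adjusted p ranged from 7.80e-07 to 0.724. It did not pass with DESeq2's Wald test (adjusted p = 0.0515), with no filter (adjusted p = 0.724 from edgeR) or with the length offset (adjusted p = 0.0736 from edgeR). It also did not pass without fresh replicate 1, 2 or 3 (adjusted p = 0.114, 0.0834 and 0.0706 from edgeR) or without RNA-Best replicate 1 or 2 (adjusted p = 0.223 and 0.0737 from edgeR). The log2 fold changes of *Egr2*, *Fosb* and *Lhb* were -0.09, 0.06 and 0.03, with adjusted p from edgeR of 0.0704, 0.195 and 0.775. *Egr2* passed with no filter at -0.14 (adjusted p = 0.00474 from edgeR), without fresh replicate 2 and without RNA-Best replicate 1 (adjusted p = 0.0171 and 0.0301 from edgeR), and its range over the alternatives was 0.00474 to 0.673. *Fosb* passed with a GC offset at 0.15 (adjusted p = 0.00131 from edgeR) and without RNA-Best replicate 3 at 0.14 (adjusted p = 0.0110 from edgeR) and changed sign without RNA-Best replicate 1, to -0.02, with a range over the alternatives of 0.00131 to 0.763. *Lhb* passed with the length offset at 0.24 (adjusted p = 0.00265 from edgeR) and with the GC offset at 0.17 (adjusted p = 0.0309 from edgeR), with a range of 0.00116 to 0.969. *Gnrhr*, on chromosome 5 from 86180754 to 86197901, had 119.8 ± 8.68 CPM (SD, n = 3) in fresh and 163 ± 7.38 CPM (SD, n = 3) in RNA-Best libraries, a log2 fold change of 0.43 (adjusted p = 5.66e-11 from edgeR). *Cga*, on chromosome 4 from 34893779 to 34907370, had 1824 ± 21.3 CPM (SD, n = 3) in fresh and 1421 ± 20.3 CPM (SD, n = 3) in RNA-Best libraries, a log2 fold change of -0.36 (adjusted p = 7.56e-14 from edgeR).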

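Among house-keeping genes of the heat map, *Actb*, *Gapdh*, *H2afz* and *Rps25* were lower in RNA-Best, with log2 fold changes of -0.17, -0.31, -0.26 and -0.27. With the offset for gene length, *Actb* no longer passed (adjusted p = 0.128 from edgeR), and its adjusted p over the alternatives ranged from 8.23e-16 to 0.128. *Eef1a1*, *B2m* and *Gusb* did not pass, with log2 fold changes of -0.03, -0.08 and 0.01. *Eef1a1* passed with the length offset at 0.10, with the GC offset at -0.08 and with no filter at -0.08 (adjusted p = 0.00470, 0.00972 and 0.0107 from edgeR, range over the alternatives 0.00218 to 0.700). *B2m* passed with the GC offset at -0.20 (adjusted p = 0.0125 from edgeR, range 0.0125 to 0.688). *Gusb* changed sign without fresh replicate 2, to -0.01, and without RNA-Best replicate 3, to -0.03, and passed under no alternative. The deposited counts of these genes, apart from *B2m*, included parts of counts, so that reads could have been shared with other genes or places and their values are uncertain. Parts of counts were also present for *Fos*, *Egr1*, *Fosb*, *Lhb* and *Cga*, but not for *Egr2* or *Gnrhr*, so the same limit holds for the former.

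**Figure D2:**
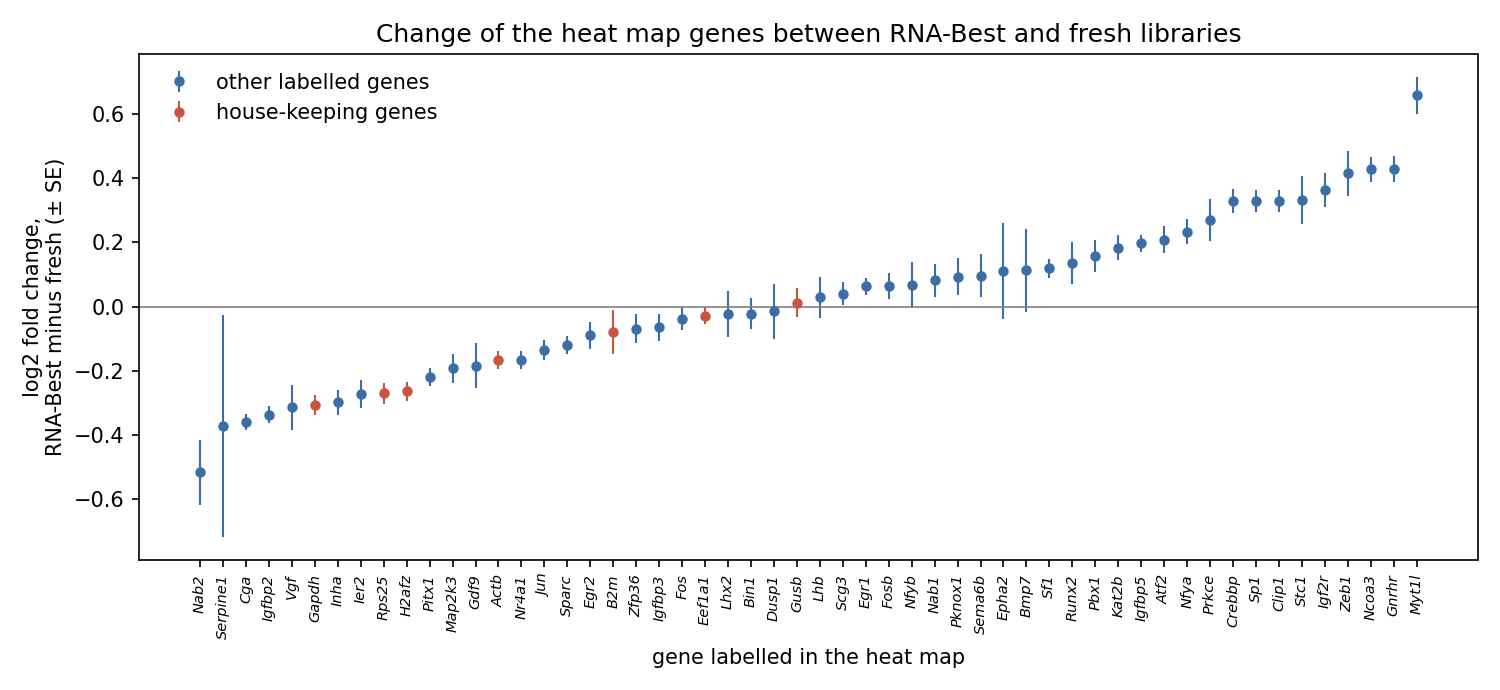
Log2 fold change (RNA-Best minus fresh, vertical axis) of tested genes labelled in the heat map, in order of value, from edgeR over 3 fresh and 3 RNA-Best libraries. Points are estimates, bars are standard errors and house-keeping genes are red; values run from -0.52 for *Nab2* to 0.66 for *Myt1l*.

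From the pairwise correlations and the heat map, the paper states that gene expression levels were highly alike in both groups and that RNA-Best preserves the transcriptome profile of bulk gonadotrope cells (Fig. 2).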

### RNA-Best maintains SC transcriptome integrity

We evaluated the use of RNA-Best for studying variation in SC transcriptomes. Imaging flow cytometry analysis of RNA-Best-stabilized LβT2 cells showed that SCs were preserved (Supplementary Figure S4). Analysis of SC transcripts from an RNA-Best-preserved human monocyte and mouse LβT2 cell mixture assayed by integrated fluidic circuit (IFC) qPCR showed a high measurement consistency across SCs and a low cell doublet rate (Supplementary Figure S4). We assessed the use of this protocol for the analysis of cell-to-cell variability in individual cycling cells using gel-in-emulsion (GEM) Drop-seq (24). We recently used GEM Drop-seq in fresh samples of LβT2 cells to determine the SC cell cycle stage assignment and the interaction of cell cycle with the effects of GnRH (14). We reproduced this experiment using cells preserved with RNA-Best. While small differences in the proportion of cells in each cycle were noted, presumably due to the studies being performed on different batches of cells, the findings and conclusions about GnRH-cell cycle interaction effects were equivalent (Figure 3A, B). When comparing averaged SC transcript measurements from fresh vs. RNA-Best-stabilized cells (for all the treatment combinations), correlation coefficients were within the 0.97–0.99 range (Figure 3C), most likely due to the batch effect mentioned above. In comparison, the correlation coefficient for vehicle- versus GnRH-treated cells within each method was >0.99, underscoring data reproducibility.

**Figure 3.**
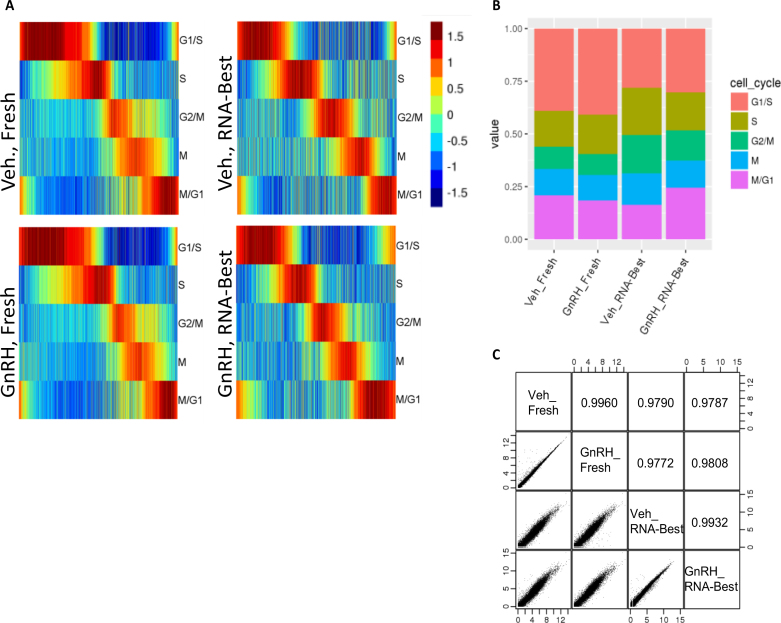
RNA-Best preserves cell cycle stage assignments in single gonadotrope cells exposed to GnRH. (A, B) Cell cycle and GnRH-cell cycle interaction effects on SC transcriptome in fresh (1992 vehicle- and 1889 GnRH-treated) vs. RNA-Best-preserved cells (3579 vehicle- and 2753 GnRH-treated) using GEM Drop-seq. (**A**) Each cell on the x-axis is aligned by cell cycle progression. Color coding indicates score assignment to the cell cycle phase. The five cell cycle phases are indicated. (**B**) Summary of the percentage of cells assigned to different cycles. (**C**) Pairwise correlations between SC gene expression measurements averaged across vehicle- vs. GnRH-treated cells that were either directly lysed (fresh cells) or preserved in RNA-Best. Expression counts were converted to log_2_ (counts per million +1). Pearson correlations are indicated.

### RNA-Best enables cell type profiling in mouse and human primary tissues

We evaluated the use of RNA-Best for overcoming geographical and practical barriers through a collaborative SC analysis of primary cultures and acutely dissociated tissues using a variety of SC assay protocols. Primary mouse pituitary cells were isolated in a laboratory separated by 400 miles (and an international border) from the assay laboratory and preserved in different reagents during transport. Primary pituitary samples preserved with RNA-Best or with an established RNA-stabilizing reagent that does not preserve SCs, when analyzed as bulk samples, showed comparable read sequence characteristics and transcript expression patterns (Supplementary Figures S5 and S6). Based on a pairwise correlation and a heat map of highly expressed genes, gene expression levels were highly correlated (Supplementary Figure S5). Analysis of SC heterogeneity in primary mouse pituitary cultures using IFC-SC isolation followed by SC RNA-seq identified two broad clusters of cells expressing a few house-keeping genes and many high variance genes (Supplementary Figure S7). Investigation of the cellular composition of RNA-Best-preserved cultured primary mouse pituitary cells showed co-expression of RNA markers classically associated with different pituitary cell types, thus supporting cell-to-cell heterogeneity within the pituitary and the existence of polyhormonal cells (Supplementary Figure S8). These results are consistent with previous co-detection of hormonal cell type markers in these cells using histological approaches (34,35). By assaying SC transcriptomes from RNA-Best-preserved samples of dissociated human brain biopsies using Drop-seq, we were similarly able to identify cell type composition in the neocortex from an epilepsy surgical resection specimen, as well as in the infiltrative neocortex from a glioblastoma surgical resection specimen (Supplementary Figure S9). Detection of rare B lymphocytes in the epileptic neocortex was confirmed by CD79a immunostaining. Overall, these results demonstrate the applicability of RNA-Best for SC transcriptome assays with diverse human and mouse primary tissues.

### Characterization of SC heterogeneity in IEG responses to GnRH using RNA-Best cell preservation

The ability of RNA-Best to maintain SC transcriptome information allowed us to characterize SC heterogeneity in IEG responses to GnRH. In order to approximate the physiological pulsatile exposure paradigm, we exposed LβT2 cells to 5-min duration pulses of 2 nM GnRH every 2 h, as previously described (15), and collected samples at short time intervals around the fourth pulse (from −1 min to +60 min; Figure 4A). Two months later, over 400 SCs were IFC-isolated from these samples, and SC transcript levels of 54 genes were measured by IFC TaqMan assays (Supplementary Figures S10–S12, Supplementary Table S1). SC levels of the house-keeping genes showed similar unimodal distributions in control and GnRH-treated samples at all time points (Figure 4B, Supplementary Figure S11). In contrast, *Fos, Egr1*, and other regulated genes showed a bimodal distribution, with variable percentages of gene expressing vs. non-gene expressing cells (Figure 4C, Supplementary Figure S11). While non-gene expressing cells were predominant in control samples at all times, the proportion of gene expressing cells was dramatically higher at +25 min and +35 min compared to −1 min (Figure 4C). These results are consistent with our previous bulk temporal response data (15). To further delineate the gene regulatory mechanisms in SCs, we examined the effect of varying concentrations of GnRH (from 0.5 to 20 nM) on transcripts in samples collected at −1 min and +25 (or +35) min relative to the 4th pulse (Supplementary Figures S13–S16). Over 600 SCs were analyzed. All IEGs exhibited a concentration-dependent bimodal SC response pattern, with the proportion of gene expressing (or induced) cells increasing with increasing stimulus level (Figure 5A,B, Supplementary Figures S13 and S15). In contrast, all house-keeping genes showed comparable unimodal distributions at all concentrations (Figure 5A, Supplementary Figures S13 and S15). Notably, the level of transcript in cells showing induction of each gene was not increased with increasing concentration of GnRH (Figure 5C). Instead, the number of induced cells increased as concentration increased (Figure 5D, Supplementary Figure S15). Furthermore, we observed a hierarchical pattern of IEG induction, with *Egr1* and *Fos* being activated in SCs at lower concentrations than *Egr2* and *Fosb* (Figure 5B, D). Thus, these SC data resolve gene-specific all-or-none SC responses to increasing concentrations of GnRH exposed in a physiological pulsed pattern, and show that the SC probability of induction increases with concentration and differs for different GnRH-induced IEGs.

**Figure 4.**
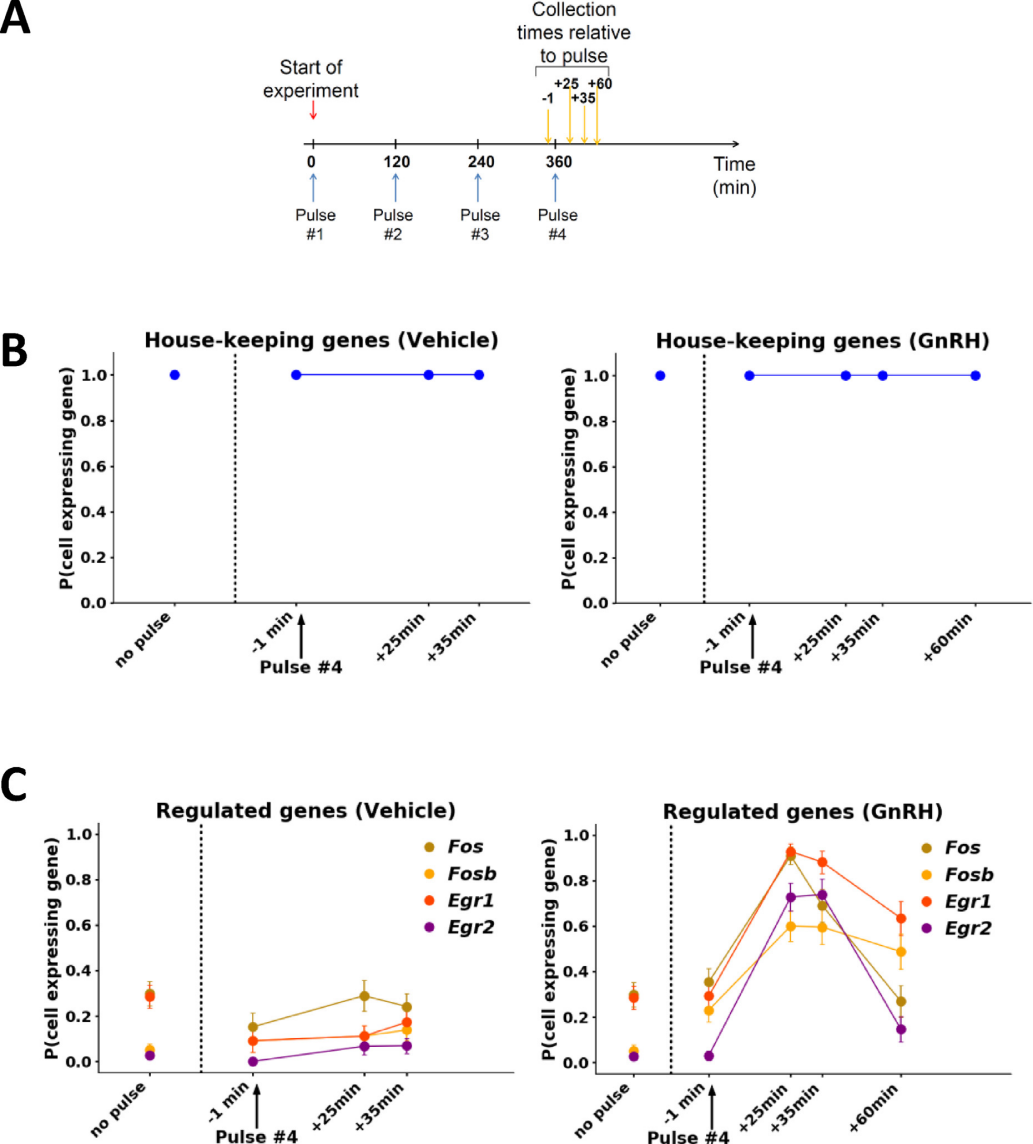
IEGs show bimodal SC responses to GnRH pulse stimulation. (**A**) Schematic of the time course experiment design. Cells were exposed to four pulses of GnRH (blue arrows) and collected at short time intervals around the 4th pulse (yellow arrows). (B, C) Graphs showing the probability for a SC to express a house-keeping gene (either *Eef1a, H2fz, Rps11*, or *Rps25*; (**B**)) or a regulated gene (as indicated; (**C**)) following either vehicle or GnRH treatment. Error bars are based on the binomial standard deviation on the number of gene-expressing cells. In C, *Right panel*, the +25 min and +35 min data points are statistically different from −1 min.

**Figure 5.**
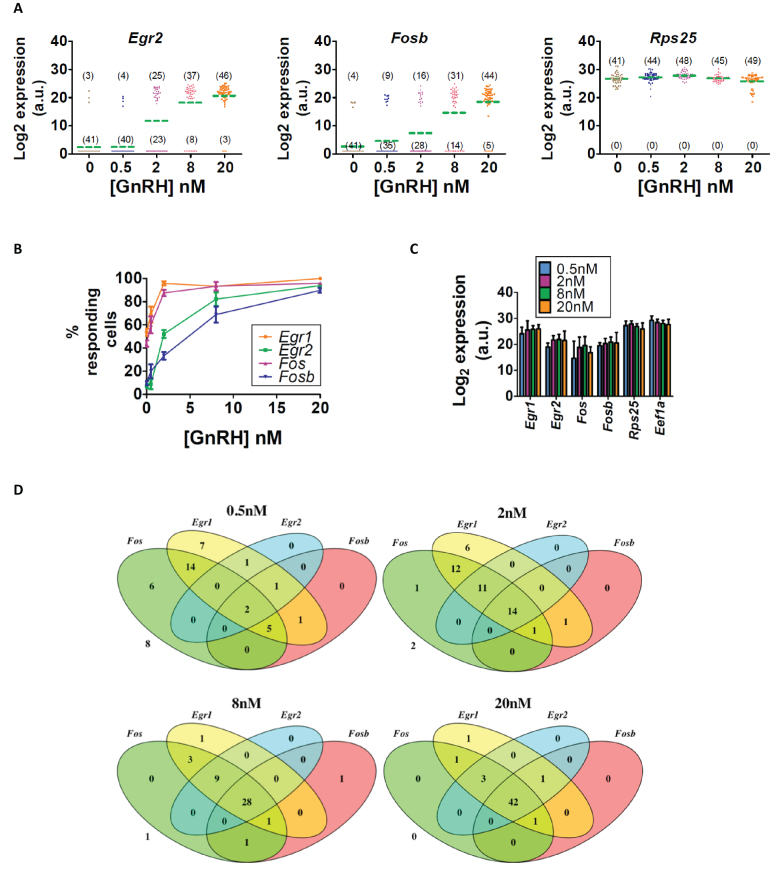
SC probability of IEG induction is concentration-dependent and varies for each IEG. (A–D) Cells were exposed to increasing concentrations of GnRH and collected 35 min after the fourth pulse. (**A**) Vertical scatter plots of *Egr2, Fosb*, and *Rps25* expression in SCs. In parentheses is indicated the number of gene-expressing (top) and non-gene expressing cells (bottom); each square represents a cell; the green dotted line signifies the average expression in all analyzed cells at a given GnRH concentration. (**B**) Plots of the percentages of cells expressing a regulated gene, as indicated. Error bars are based on the binomial standard deviation on the number of gene-expressing cells. (**C**) Bar graphs of average gene expression in gene expressing (i.e. induced) cells. Error bars represent standard deviation. ANOVA shows no significant differences. (**D**) Venn diagrams illustrating the overlap of *Fos, Egr1, Egr2*, and *Fosb* expression in all analyzed cells at +35 min.

## DISCUSSION

The RNA-Best protocol greatly expands possibilities for both bulk and SC transcriptome studies by: (i) enabling analysis of samples in a clinical context, (ii) allowing for a geographical separation between the experimental and assay laboratories through easy storage and transportation, (iii) opening the prospects of complex time course experiments, which are needed for the study of highly regulated genes such as IEGs.

Importantly, RNA-Best allows, for the first time, the accurate SC measurement of IEG induction patterns. In our hands, while cell cryopreservation seemed to maintain RNA integrity, the thawing procedure appeared to result in increased IEG basal expression (see Figure 1C). The FRISCR method resulted in altered IEG expression profiles, suggesting that it may cause some significant RNA damage. FRISCR relies on cell fixation with paraformaldehyde, which generates covalent cross-links with proteins and nucleic acids (36,37). Formaldehyde is known to impair nucleic acid quality (38). Moreover, the reverse crosslinking step in FRISCR might result in relatively low percentages of protein-free RNA (39). Methanol fixation also resulted in altered IEG expression, despite the fact that alcohol-based non-crosslinking fixatives seem more effective at preserving nucleic acids (36). While we were preparing this manuscript, another cell preservation solution (Lomant's Reagent or DSP) was reported by others (22). Albeit promising, the use of DSP is associated with 3′ bias in sequencing coverage, suggesting that the cross-linker may cause some RNA damage.

While static/cyclic stretches or fluid stresses were previously shown to induce a transient increase in IEG transcript levels (17,18,40), we cannot completely rule out the possibility that trypsinization could represent a significant mechanical strain. However, it is worth noting that: (i) the same trypsinization procedure was applied to all samples in the time course experiment, (ii) only a small fraction of gonadotrope cells (<10%) exhibited IEG activation at the 0 and 0.5 nM GnRH concentrations, (iii) the vast majority of cells (>90%) were activated at the 20 nM concentration. Thus, while this background IEG activation might be caused by trypsinization, the stimulatory effect of GnRH is undeniable. Additionally, since trypsinization is carried out regardless of cell preservation, assessing its impact on IEG expression may be a challenging task and it is beyond the scope of this work.

Our results support a new model of immediate-early transcriptional responses to hormone stimulus in SCs. Our study demonstrates a switch-like induction of IEGs by GnRH, with the proportion of induced cells increasing with stimulus concentration and varying for different IEGs. To our knowledge, this is the first SC transcriptome study that consistently resolves the pattern of IEG induction responses to graded stimuli. Our findings represent an important contribution towards elucidating the quantitative and qualitative relationship between an inductive signal and the resulting transcriptional response.

Previous studies of IEG transcriptional responses were mostly population-based (8,9,12,13), thus masking cell-to-cell variation in gene expression. Later work using homologous gene recombination and live cell imaging to measure nascent RNA production in *Dictyostelium* cells supported an all-or-none response model where cells had different sensitivities to the inducer (4). In the present study, SC responses to pulsatile GnRH identify a digital activation model, yet the average level of expression in induced cells appears to be unaffected by increasing GnRH concentrations.

IEGs are activated by the MAPK signaling pathway following stimulation by an extracellular signal (1). A recent SC resolution study coupling optogenetic stimulation with live-cell reporters has highlighted the importance of the pulsatile ERK dynamics in IEG mRNA production, as recurrent pulses of ERK activity drive multiple cycles of IEG transcription, whereas continuous ERK activity results in lower transcription levels (41). These results and ours shed some light on how IEGs decode the pattern of ERK activity and varying concentrations of extracellular stimulus, respectively. Besides activating transcription factors, the MAPK signaling pathway also initiates chromatin/histone modifications that regulate IEG expression (for review, see (3)). For instance, *Fos* and *Egr1* induction in hippocampal neurons has been associated with increased histone phospho-acetylation without enhanced binding of CREB transcription factor at the promoters (42). As DNA methylation and histone modification are known to contribute to intercellular variability (for review, see (43)), a SC mapping of the epigenetic marks that are required for IEG activation would be needed. Additional factors that may influence IEG transcriptional responses in individual cells include transcription factor concentration, which may be stochastic, and cell type.

What are the physiological implications of an all-or-none, gene-specific hierarchical and probabilistic pattern of induction of IEGs? The periodicity of GnRH pulses varies throughout the female menstrual cycle, resulting in differential expression of the *Lhb* and *Fshb* genes (11). The aforementioned pattern of activation of IEGs likely contributes to the preferential induction of *Fshb* subunit gene by low frequency GnRH pulses (10,44). It is tempting to speculate that the gene-specific hierarchical pattern may be modified at high frequency pulses, thus favoring *Lhb* expression. Comparing the effect of high vs. low frequency GnRH pulses on IEG transcriptional responses might address this hypothesis. However, additional regulatory mechanisms may be involved, both at the level of IEG activation and downstream of IEG activation. Such mechanisms include but are not restricted to: selective epigenetic and/or microRNA-mediated silencing of IEGs, selective IEG protein degradation, selective inhibition of IEG proteins by repressors (for review, see (3)).

As the intercellular variation in membrane-localized GnRH receptor number is thought to be low in LβT2 cells (16), we speculate that the digital nature of cell response may stem from cell-to-cell variations in signaling effector concentrations, transcription factor concentrations, and/or in the epigenetic landscape of IEGs. Future studies combining SC transcriptomics, epigenomics and proteomics analysis will be needed to address these questions. To provide a more physiological context, similar studies should be extended to primary pituitary cells. To this end, we will test the applicability of RNA-Best for epigenomics and proteomics profiling. Finally, a recent study has revealed that single-nuclei preparation from a sub-region of the brain allows the detection of IEG expression associated with animal exposure to an environmental stimulus, whereas the whole-cell dissociation procedure elicits IEG expression independently of stimulus exposure (45).

The present study is limited by assay of 54 genes per cell in one cell type in response to graded concentrations of a single hormone. Further study of the SC dynamics of gene regulation using this more accurate technique and preservation protocol in other systems and for additional transcript classes is needed. In the present experiments, we find no evidence for regulation of the rate of transcription of IEGs at the level of the SC. Could it be possible that what has appeared to be dynamic gene regulation in population assays is entirely due to probabilistic quantal gene activation and suppression at the SC level? While this hypothesis is highly speculative based on the data presented in this study, it is a crucial question to now resolve in any attempt to elucidate the principles of the encoding and operation of the software programs of cells.

## DATA AVAILABILITY

The datasets (RNA-seq and SC RNA-seq data) generated during the current study are available in GEO (GSE111462).

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Single-cell stabilization method identifies gonadotrope transcriptional dynamics and pituitary cell type heterogeneity
**Source:** Nucleic Acids Res. 2018 Oct 24;46(21):11370–80. doi: 10.1093/nar/gky991
**Supplement:** Supplementary Data

## **Single-cell stabilization method identifies gonadotrope transcriptional dynamics and pituitary cell type heterogeneity**

Frederique Ruf-Zamojski, Yongchao Ge, Venugopalan Nair, Michel Zamojski, Hanna Pincas, Chirine Toufaily, Jessica Tome-Garcia, Marlon Stoeckius, William Stephenson, **Gregory R. Smith**, Daniel J. Bernard, Nadejda M. Tsankova, Boris M. Hartmann, Miguel Fribourg, Peter Smibert, Harold Swerdlow, Judith L. Turgeon, and Stuart C. Sealfon

### **Supplementary Material**

#### **1. Supplementary Methods**

##### **Imaging flow cytometry**

SC images of fresh and RNA-Best stabilized L $\beta$ T2 cells were acquired using an ISX imaging flow cytometer (Amnis, EMD Millipore). Cells were stained for DNA content with Hoechst 33342 (Invitrogen, Carlsbad CA, cat #3570; used at a 1:1000 dilution) at room temperature for 30 min, washed, resuspended in PBS before analysis. Cell size and morphology were assessed by forward and side scatter analysis and by quantifying bright field contrast. Images and data were collected for 10,000 events.

##### **Human blood monocyte preparation**

Monocyte-derived DC were obtained from buffy coats from healthy human blood donors following a standard protocol(1). Briefly, PBMC were isolated from buffy coats by Ficoll density gradient centrifugation, and CD14+ monocytes were immuno-magnetically purified.

##### **Human cortex tissue collection**

All human cortical tissue was obtained de-identified, from epilepsy or glioblastoma surgical resections, in accordance with the policies and regulations at the Icahn School of Medicine at Mount Sinai (ISMMS) and its institutional review board. The tissue was divided into several pieces. one of which was used for formalin fixation and another for fresh dissociation and RNA-Best stabilization. The fresh tissue was first dissociated into SC suspension by mechanical and enzymatic papain dissociation as previously described(2,3), and then stabilized in RNA-Best at 100,000 cells per ml.

##### **Immunohistochemistry**

Paraffin embedded sections (4  $\mu$ m) fixed in 10% formalin were deparaffinized in xylene, with subsequent rehydration in decreasing gradient of ethanol. Primary antibody incubation with anti-CD79a (Leica CD79a Bond RTU, catalog #PA0192, 15-min incubation, heat-induced retrieval at high pH [Solution 2] for 20 min) and subsequent secondary antibody incubation and detection were performed using standard Leica Biosystems Bond<sup>TM</sup> protocol and visualized on a confocal Nikon Eclipse Ci microscope.

##### **Mini Drop-seq assay**

SC Mini Drop-seq experiments were performed similarly as described(4). Ficoll PM-400 was added to the cell buffer to match fluid viscosity of the aqueous flows. Samples from dissociated human cortical tissue were processed as described in <https://www.biorxiv.org/content/biorxiv/early/2017/05/22/140848.full.pdf>. Libraries were sequenced on the Illumina HiSeq 2500 platform at the New York Genome Center. The SC RNA-seq data are deposited in GEO (GSE111462).

##### **Mini Drop-seq data analysis**

The initial data alignment and extracting UMI is done by the drop-seq tools from <http://mccarrolllab.com/dropseq/>. The t-SNE analysis (5,6) and the gene identification for annotating different clusters were performed using the implementation from Seurat package(4).

### **Primary mouse pituitary cells**

Pituitaries were collected in Canada from randomly cycling pure C57BL/6 female mice aged 10-12 weeks. Animals were on a 12-hour on, 12-hour off light cycle, with lights starting at 7 AM and ending at 7 PM. Upon collection, pituitaries were digested with collagenase and dispersed with pancreatine. Cells were washed and plated into M199 medium supplemented with HEPES, 10% FBS, and antibiotics. About 500,000-700,000 cells were collected from 5 pituitaries, making up a sample. Samples were stored in 100 µl of RNA-Best and shipped to New York at 4°C for SC assays. Additionally, pituitaries were collected and acutely dissociated as described above, immediately stored in either RNA-Best or RNAlater, and shipped to New York for bulk RNA-seq assays. All mouse work at McGill University (Montreal, Quebec, Canada) was conducted under animal use protocol 5204, as approved by the Facility Animal Care Committee of the Goodman Cancer Research Centre.

### **Bulk RNA-seq assay**

RNA was extracted from primary mouse pituitary cells stored in either RNA-Best (Sample 1) or RNAlater (Sample 2) using the Agilent Absolutely RNA kit. RNA quality was assessed on a Bioanalyzer. RNA-seq libraries were prepared using the Illumina Truseq LT mRNA kit (Illumina, #RS-122-2101). ERCCs (DNA Sequence Library for External RNA, Controls, #2374, National Institute of Standards and Technology) were added for analysis and quality assessment. Library quality control and quantification were assessed by spectrophotometry (Nanodrop), fluorometry (Qubit dsDNA High sensitivity Assay Kit), qPCR (Kapa Library Quantification Kit Illumina Platforms, Kapa Biosystems, #KK4835), and on a Bioanalyzer (High-Sensitivity DNA Bioanalyzer kit, Agilent). Additionally, the quality of each library was assessed by qPCR of selected genes. A total of 2 libraries (one from Sample 1, the other from Sample 2) were pooled at equal concentrations, and the pooled sample (20 µl, 10 nM) was sequenced at the Epigenomics Core of Weill Cornell Medical College on Illumina HiSeq 2500 v3 using 51 bp single reads. The RNA-seq data are deposited in GEO (GSE111462).

### **Fluidigm C1 for SC RNA-seq**

Primary mouse pituitary cells were stabilized in RNA-Best at 400,000 cells/ml, filtered through a 10-µm filter, and prepared for assay on the C1 according to the standard Fluidigm protocol for the SMART-Seq V4 Ultra low Input RNA Kit (Clontech, 032416), using a small 5-10 µm primed chip. A 3:2 ratio of RNA-Best:C1 suspension reagent was prepared. Amplified cDNAs from individual cells were harvested into 10 µl of C1 DNA dilution reagent from Fluidigm. SC libraries were prepared using the Nextera RT DNA library kits (Illumina). Libraries were individually checked for quality on a Bioanalyzer before being pooled for sequencing. The SC RNA-seq data are deposited in GEO (GSE111462).

## **2. Supplementary Figures**

**Supplementary Figures S1-S16** (displayed further below)

## **3. Supplementary Table**

**Supplementary Table 1:** List of qPCR primers used in the microfluidic system (see attached Excel file)

## References

1. Borderia, A.V., Hartmann, B.M., Fernandez-Sesma, A., Moran, T.M. and Sealfon, S.C. (2008) Antiviral-activated dendritic cells: a paracrine-induced response state. *J Immunol*, **181**, 6872-6881.
2. Tome-Garcia, J., Doetsch, F. and Tsankova, N.M. (2017) FACS-based Isolation of Neural and Glioma Stem Cell Populations from Fresh Human Tissues Utilizing EGF Ligand. *Bio Protoc*, **7**.
3. Tome-Garcia, J., Tejero, R., Nudelman, G., Yong, R.L., Sebra, R., Wang, H., Fowkes, M., Magid, M., Walsh, M., Silva-Vargas, V. *et al.* (2017) Prospective Isolation and Comparison of Human Germinal Matrix and Glioblastoma EGFR(+) Populations with Stem Cell Properties. *Stem Cell Reports*, **8**, 1421-1429.
4. Macosko, E.Z., Basu, A., Satija, R., Nemesh, J., Shekhar, K., Goldman, M., Tirosh, I., Bialas, A.R., Kamitaki, N., Martersteck, E.M. *et al.* (2015) Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. *Cell*, **161**, 1202-1214.
5. Amir el, A.D., Davis, K.L., Tadmor, M.D., Simonds, E.F., Levine, J.H., Bendall, S.C., Shenfeld, D.K., Krishnaswamy, S., Nolan, G.P. and Pe'er, D. (2013) viSNE enables visualization of high dimensional single-cell data and reveals phenotypic heterogeneity of leukemia. *Nature biotechnology*, **31**, 545-552.
6. van der Maaten, L. and Hinton, G. (2008) Visualizing Data using t-SNE. *Journal of Machine Learning Research*, **9**, 2579-2605.

**A**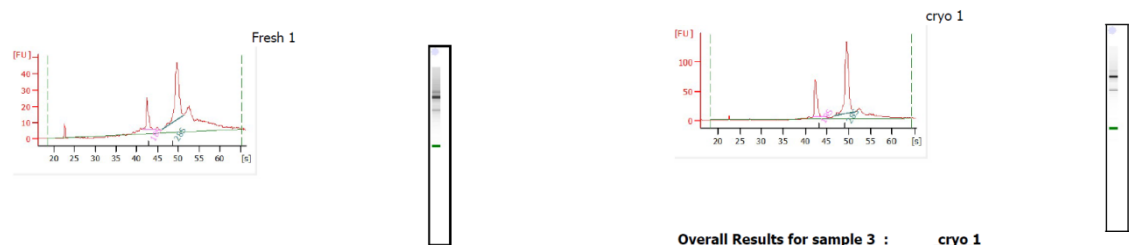**Overall Results for sample 1 : Fresh 1**

RNA Area: 347.7  
 RNA Concentration: 178 ng/μl  
 rRNA Ratio [28s / 18s]: 2.7  
 RNA Integrity Number (RIN): 9.1 (B.02.08, Anomaly Threshold(s) manually adapted)  
 Result Flagging Color:    
 Result Flagging Label: RIN: 9.10

**Fragment table for sample 1 : Fresh 1**

| Name | Start Time [s] | End Time [s] | Area | % of total Area |
|------|----------------|--------------|------|-----------------|
| 18S  | 41.36          | 44.43        | 31.7 | 9.1             |
| 28S  | 46.18          | 51.24        | 85.4 | 24.6            |

**Overall Results for sample 3 : cryo 1**

RNA Area: 612.4  
 RNA Concentration: 314 ng/μl  
 rRNA Ratio [28s / 18s]: 2.4  
 RNA Integrity Number (RIN): 9.9 (B.02.08)  
 Result Flagging Color:    
 Result Flagging Label: RIN: 9.90

**Fragment table for sample 3 : cryo 1**

| Name | Start Time [s] | End Time [s] | Area  | % of total Area |
|------|----------------|--------------|-------|-----------------|
| 18S  | 41.78          | 44.44        | 108.1 | 17.6            |
| 28S  | 46.73          | 51.44        | 256.2 | 41.8            |

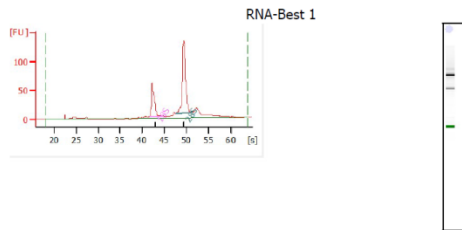**Overall Results for sample 5 : RNA-Best 1**

RNA Area: 576.2  
 RNA Concentration: 295 ng/μl  
 rRNA Ratio [28s / 18s]: 2.3  
 RNA Integrity Number (RIN): 9.8 (B.02.08)  
 Result Flagging Color:    
 Result Flagging Label: RIN: 9.80

**Fragment table for sample 5 : RNA-Best 1**

| Name | Start Time [s] | End Time [s] | Area  | % of total Area |
|------|----------------|--------------|-------|-----------------|
| 18S  | 41.76          | 44.44        | 103.4 | 18.0            |
| 28S  | 47.64          | 51.39        | 233.2 | 40.5            |

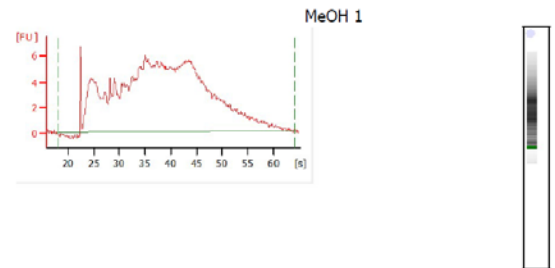**Overall Results for sample 7 : MeOH 1**

RNA Area: 329.9  
 RNA Concentration: 169 ng/μl  
 rRNA Ratio [28s / 18s]: 0.0  
 RNA Integrity Number (RIN): 2.3 (B.02.08)  
 Result Flagging Color:    
 Result Flagging Label: RIN: 2.30

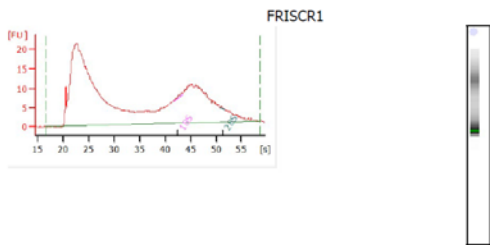**Overall Results for sample 9 : FRISCR1**

RNA Area: 353.4  
 RNA Concentration: 181 ng/μl  
 rRNA Ratio [28s / 18s]: 0.4  
 RNA Integrity Number (RIN): 2.6 (B.02.08, Anomaly Threshold(s) manually adapted)  
 Result Flagging Color:    
 Result Flagging Label: RIN: 2.60

**Fragment table for sample 9 : FRISCR1**

| Name | Start Time [s] | End Time [s] | Area | % of total Area |
|------|----------------|--------------|------|-----------------|
| 18S  | 41.65          | 43.47        | 1.4  | 0.4             |
| 28S  | 50.82          | 51.67        | 0.5  | 0.2             |

**B**

Fresh cells

RNA-Best  
stabilized cells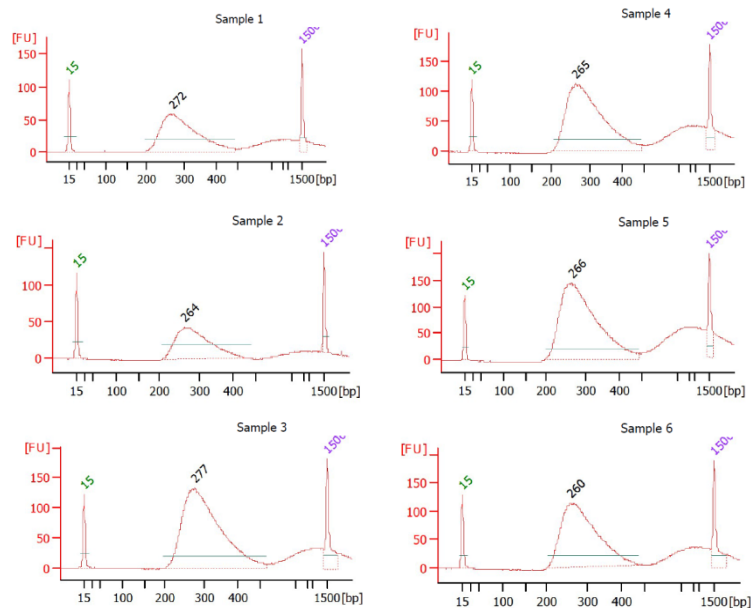**Supplementary Figure S1: Quality assessment of RNA and RNA-seq libraries following RNA-Best cell stabilization**

(A) Comparison of Bioanalyzer traces of RNA extracted from fresh cells, RNA-Best-preserved cells, and cells preserved using other protocols (cryopreservation [cryo], methanol fixation [MeOH], and FRISCR). The indicators of RNA integrity (28S:18S ribosomal RNA ratio and RIN) and quantity (RNA concentration) are provided. (B) Comparison of Bioanalyzer traces of RNA-seq libraries prepared from 3 fresh vs. 3 RNA-Best-preserved cell samples.

**A**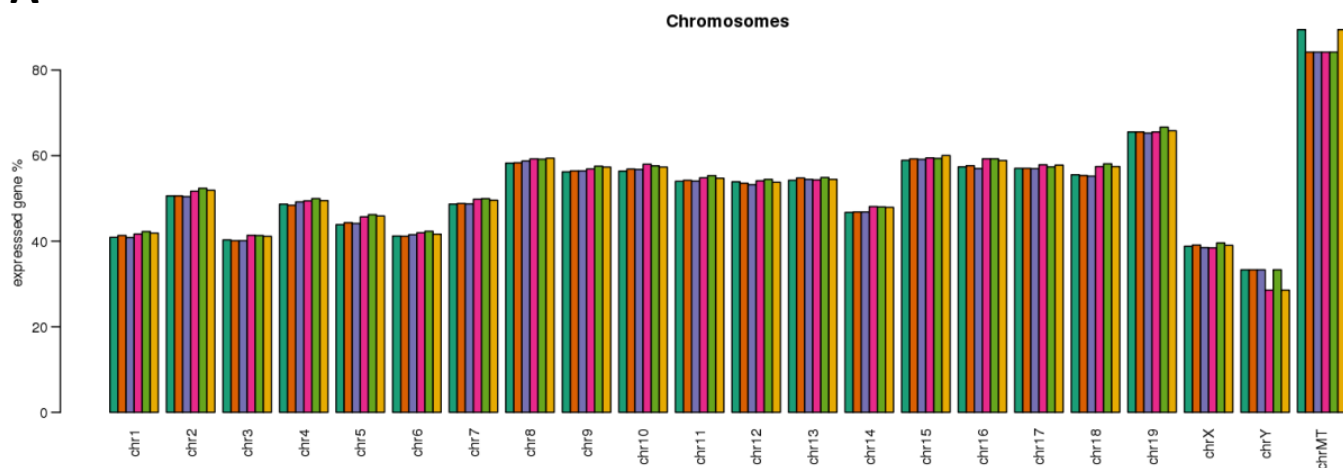**B**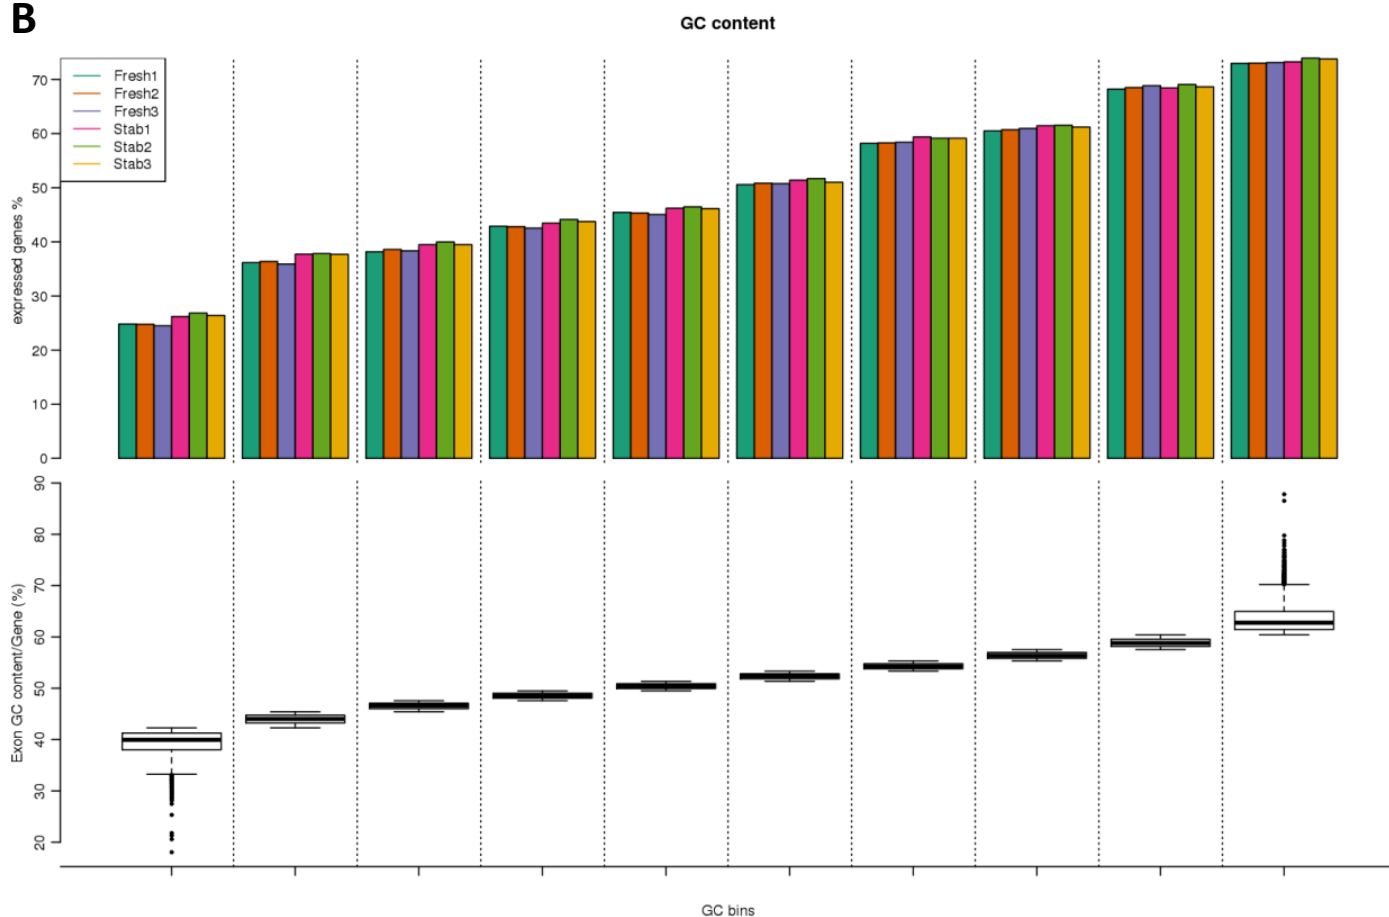

**Supplementary Figure S2: Chromosomal transcript representation bias and GC coverage in bulk RNA-seq samples from L $\beta$ T2 gonadotropes stabilized in RNA-Best**

Comparison of chromosomal transcript representation bias (A) and GC coverage (B) in 3 RNA-Best- vs. 3 fresh samples following GnRH treatment.

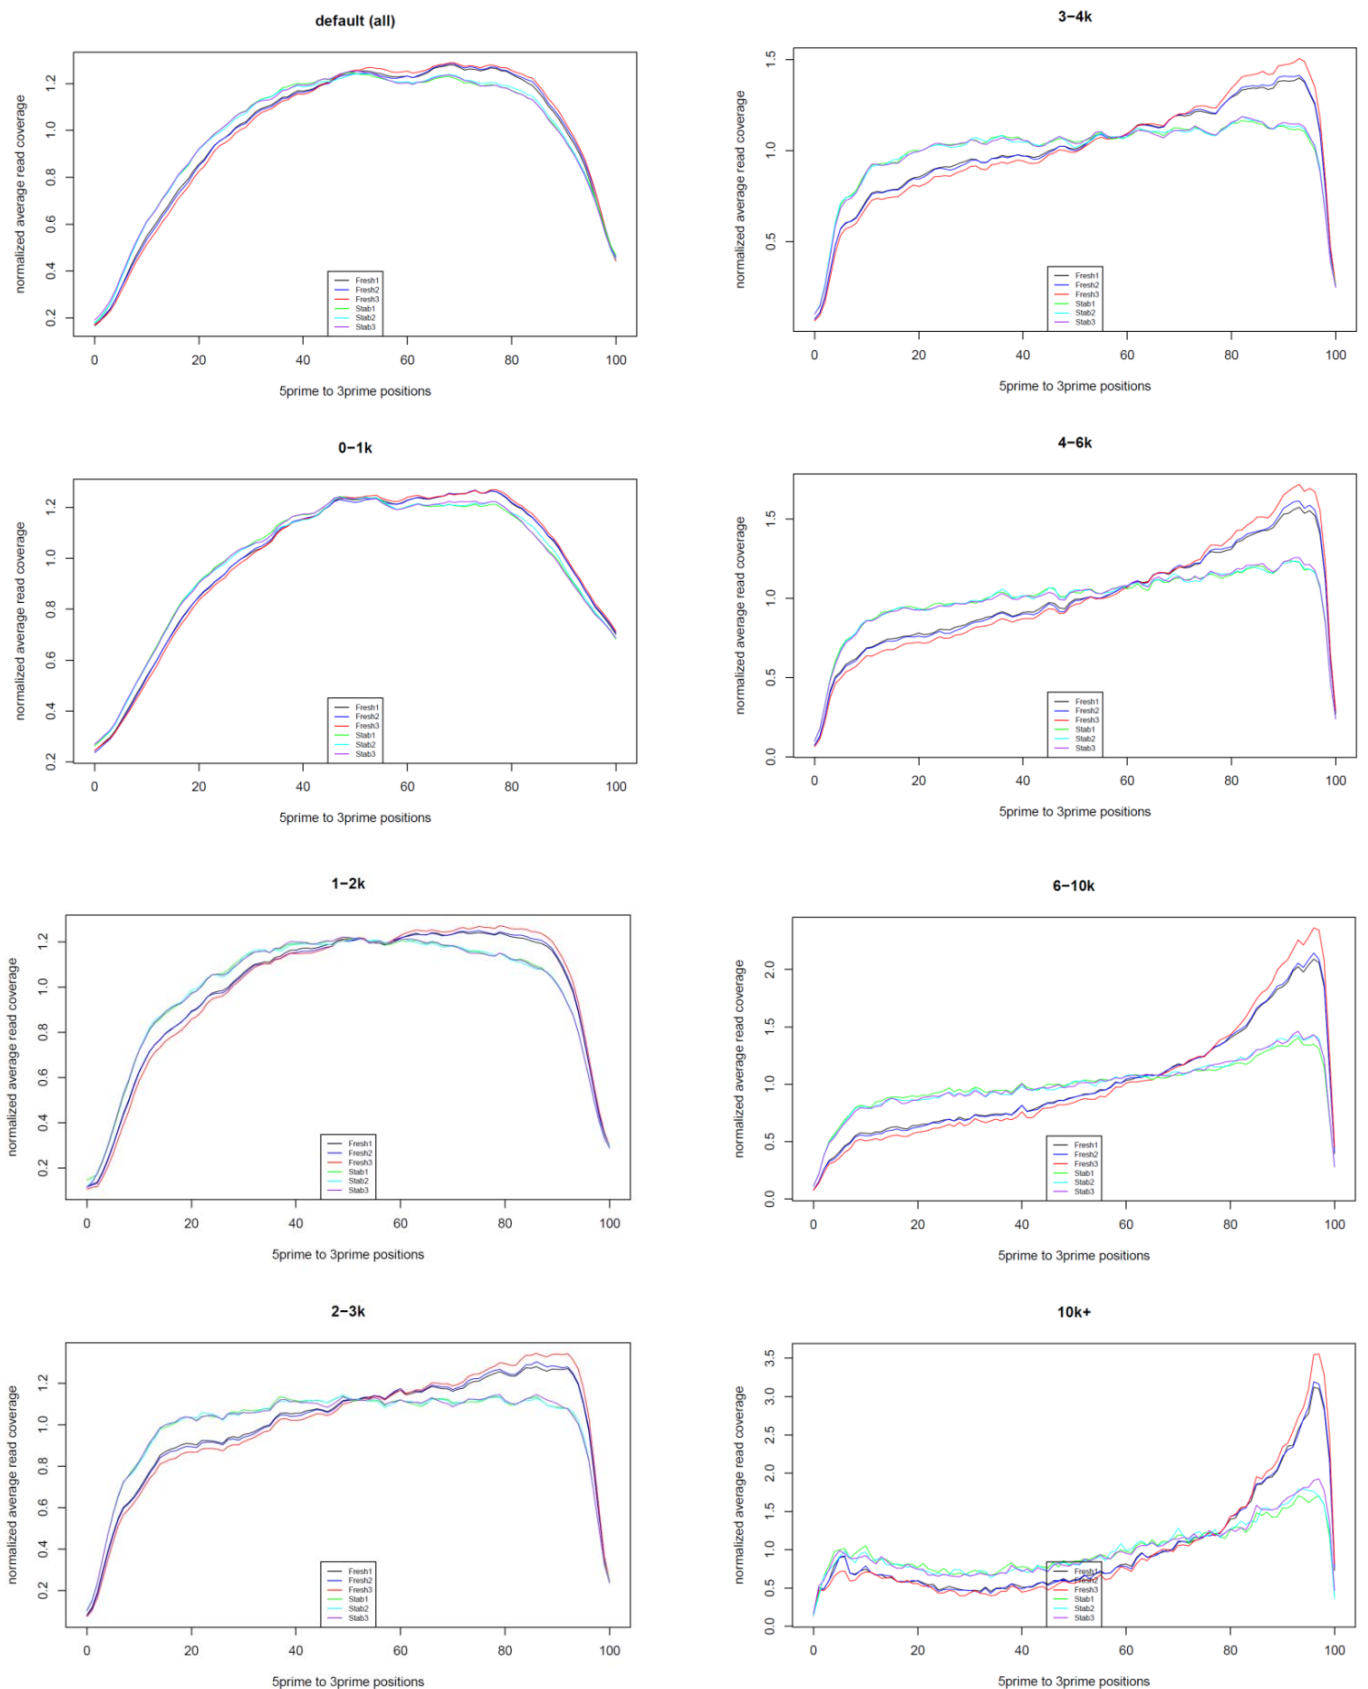

**Supplementary Figure S3: Read coverage across all predicted transcript lengths in bulk RNA-seq samples from L $\beta$ T2 gonadotropes stabilized in RNA-Best**  
 Comparison of reads across predicted transcript lengths ranging from 0 to 10k+ in 3 RNA-Best- vs. 3 fresh samples following GnRH treatment.

**A****Fresh cells**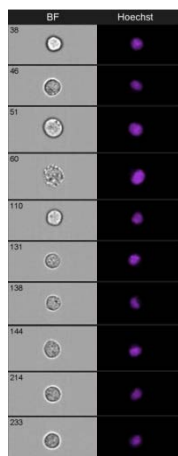**B****RNA-Best cells**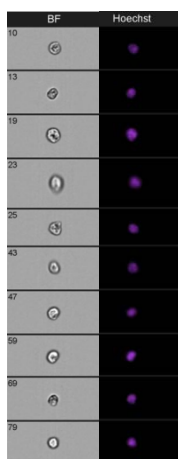**C**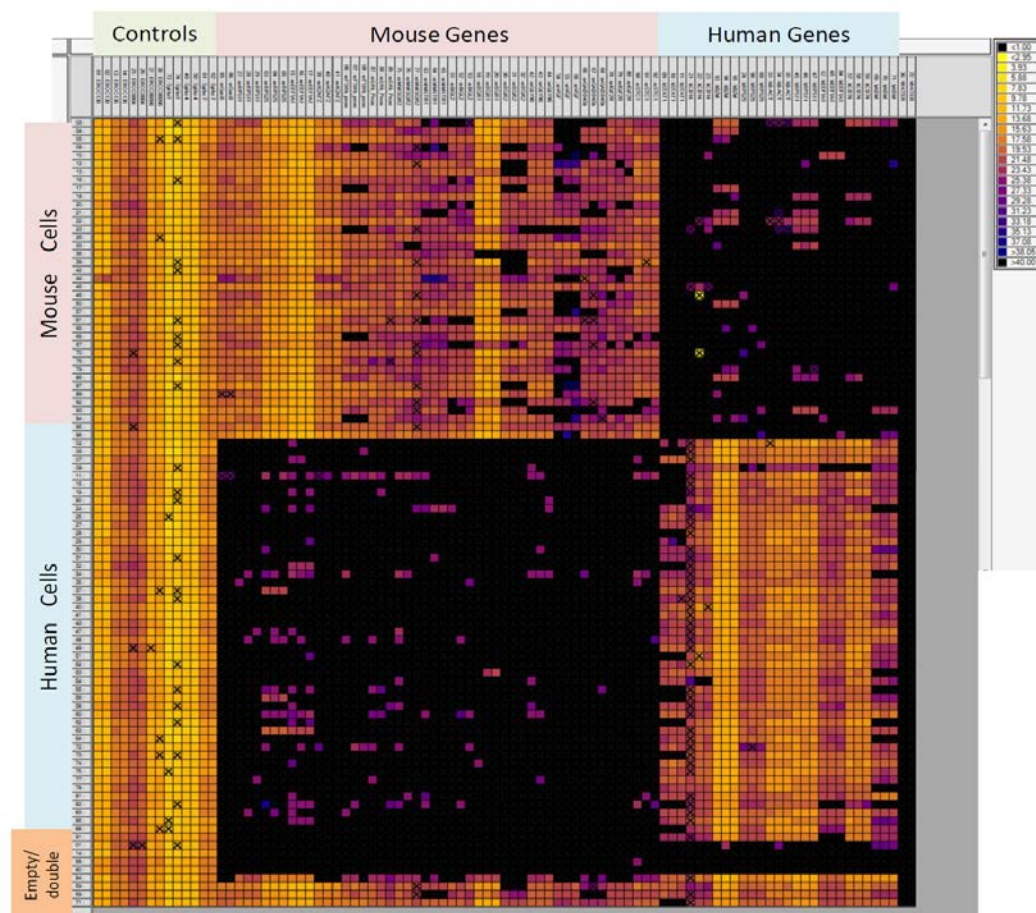**D**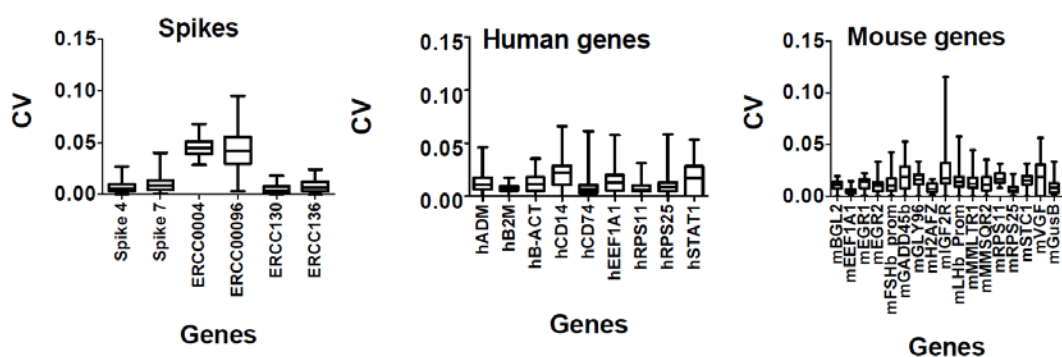

**Supplementary Figure S4: Quality assessment of SCs and SC gene expression data following RNA-Best cell stabilization**

(A,B) Imaging flow cytometry analysis of fresh (A) and RNA-Best-stabilized LβT2 cells (B). Cell size and morphology were evaluated by side scatter (SSC) analysis and by quantifying bright field (BF) contrast. Cells were stained with Hoechst to label nuclei. (C,D) Quality evaluation of SC qPCR measurements obtained using the Fluidigm IFC C1 system. (C) Heat map of External RNA Controls Consortium (ERCC) RNA spike-in controls, mouse and human genes expressed in a 50:50 mixture of human blood monocytes and murine LβT2 cells. (D) Analysis of the coefficient of variation (CV) for average Ct values of SC qPCR replicates of ERCCs (Spikes), human-specific transcripts (Human genes), and mouse-specific transcripts (Mouse genes).

**A**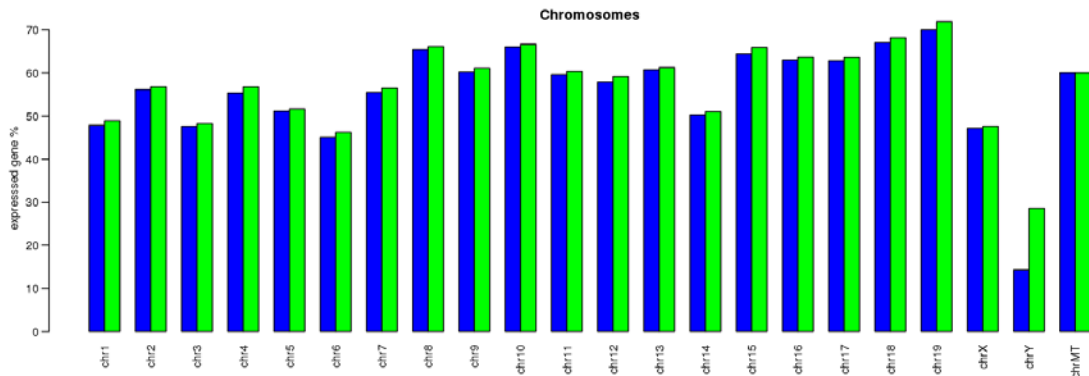**B**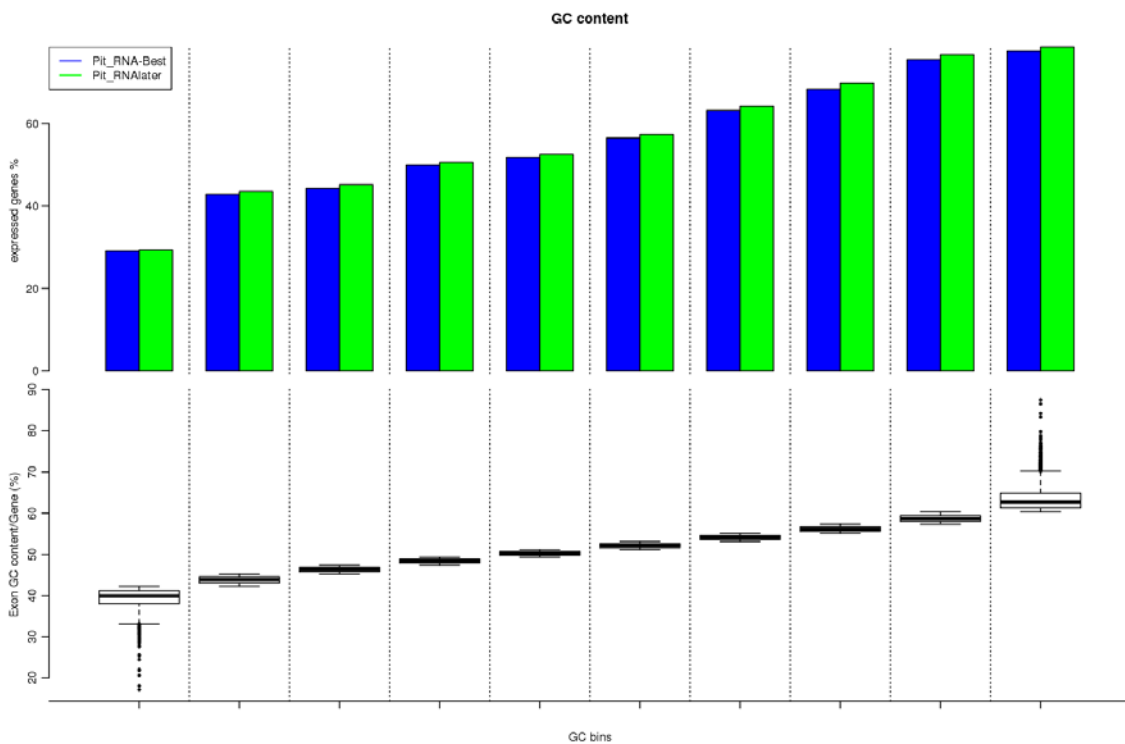**C****D**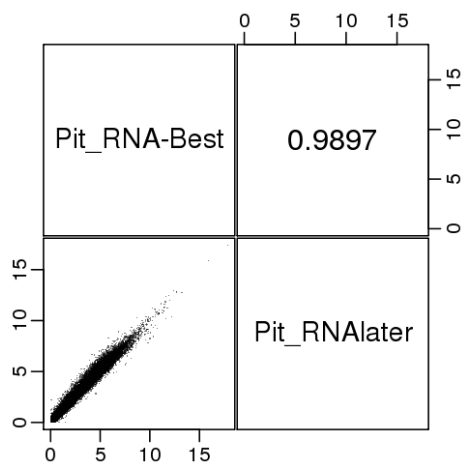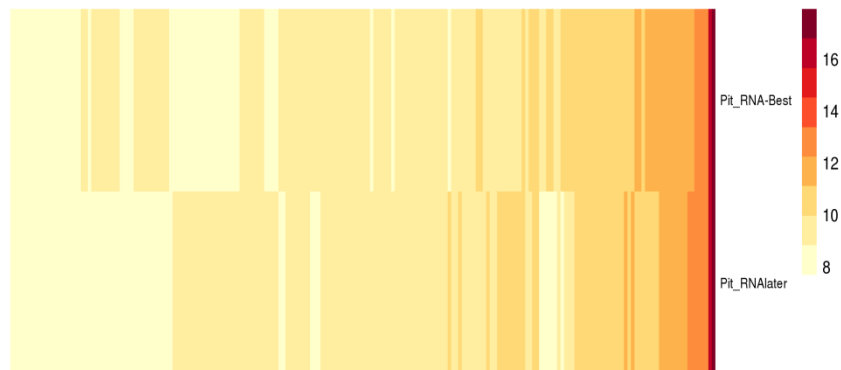

**Supplementary Figure S5: Quality control data of bulk RNA-seq samples from dissociated mouse pituitaries stabilized in RNA-Best**

(A,B) Comparison of chromosomal transcript representation bias (A) and GC content distribution (B) in dissociated mouse pituitaries stabilized in RNA-Best vs. RNAlater, an established RNA-stabilizing reagent. (C) Pairwise correlation between gene expression data from the same samples as in A. (D) Heat map of highly expressed genes found in the same samples as in A.

default (all)

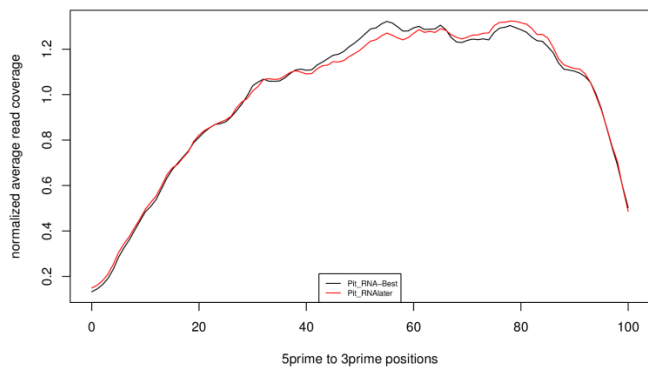

1-2k

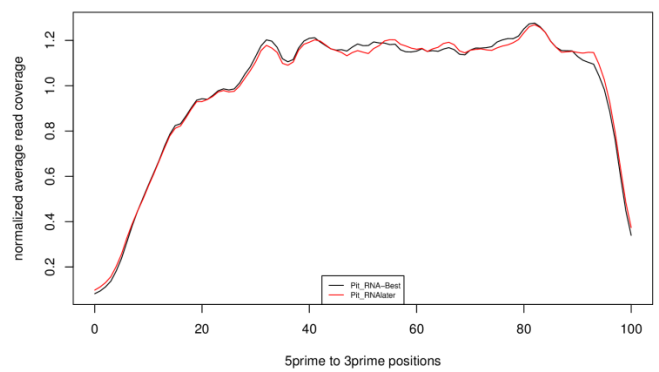

0-1k

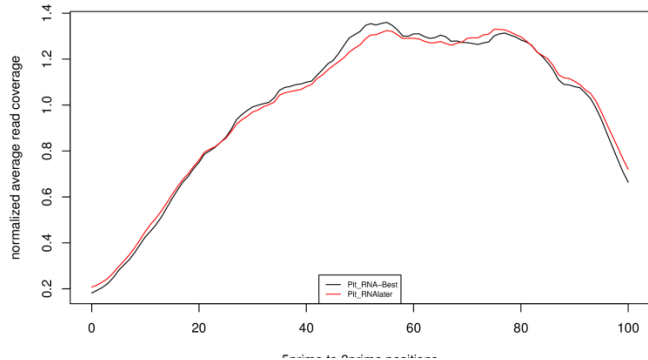

2-3k

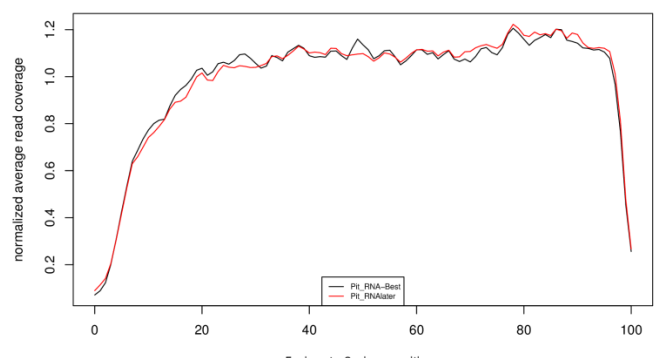

3-4k

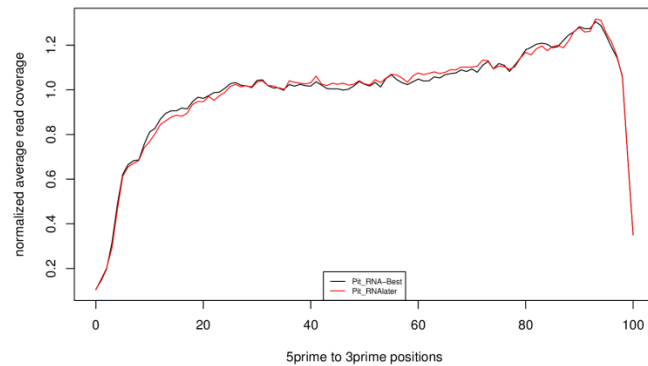

6-10k

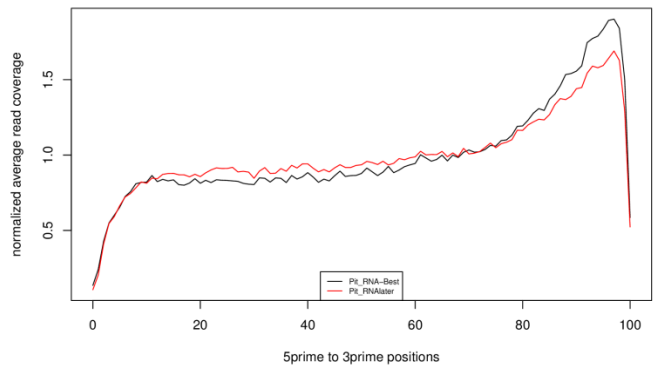

4-6k

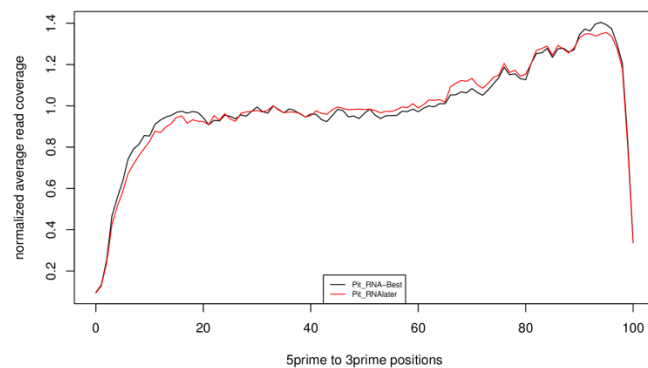

10k+

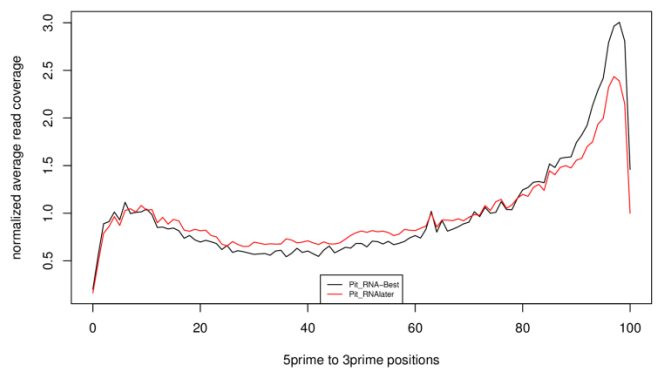

## Supplementary Figure S6: Read coverage across all predicted transcript lengths in bulk RNA-seq samples from dissociated pituitaries stabilized in RNA-Best

Comparison of reads across predicted transcript lengths ranging from 0 to 10k+ in dissociated mouse pituitaries stabilized in RNA-Best vs. RNAlater.

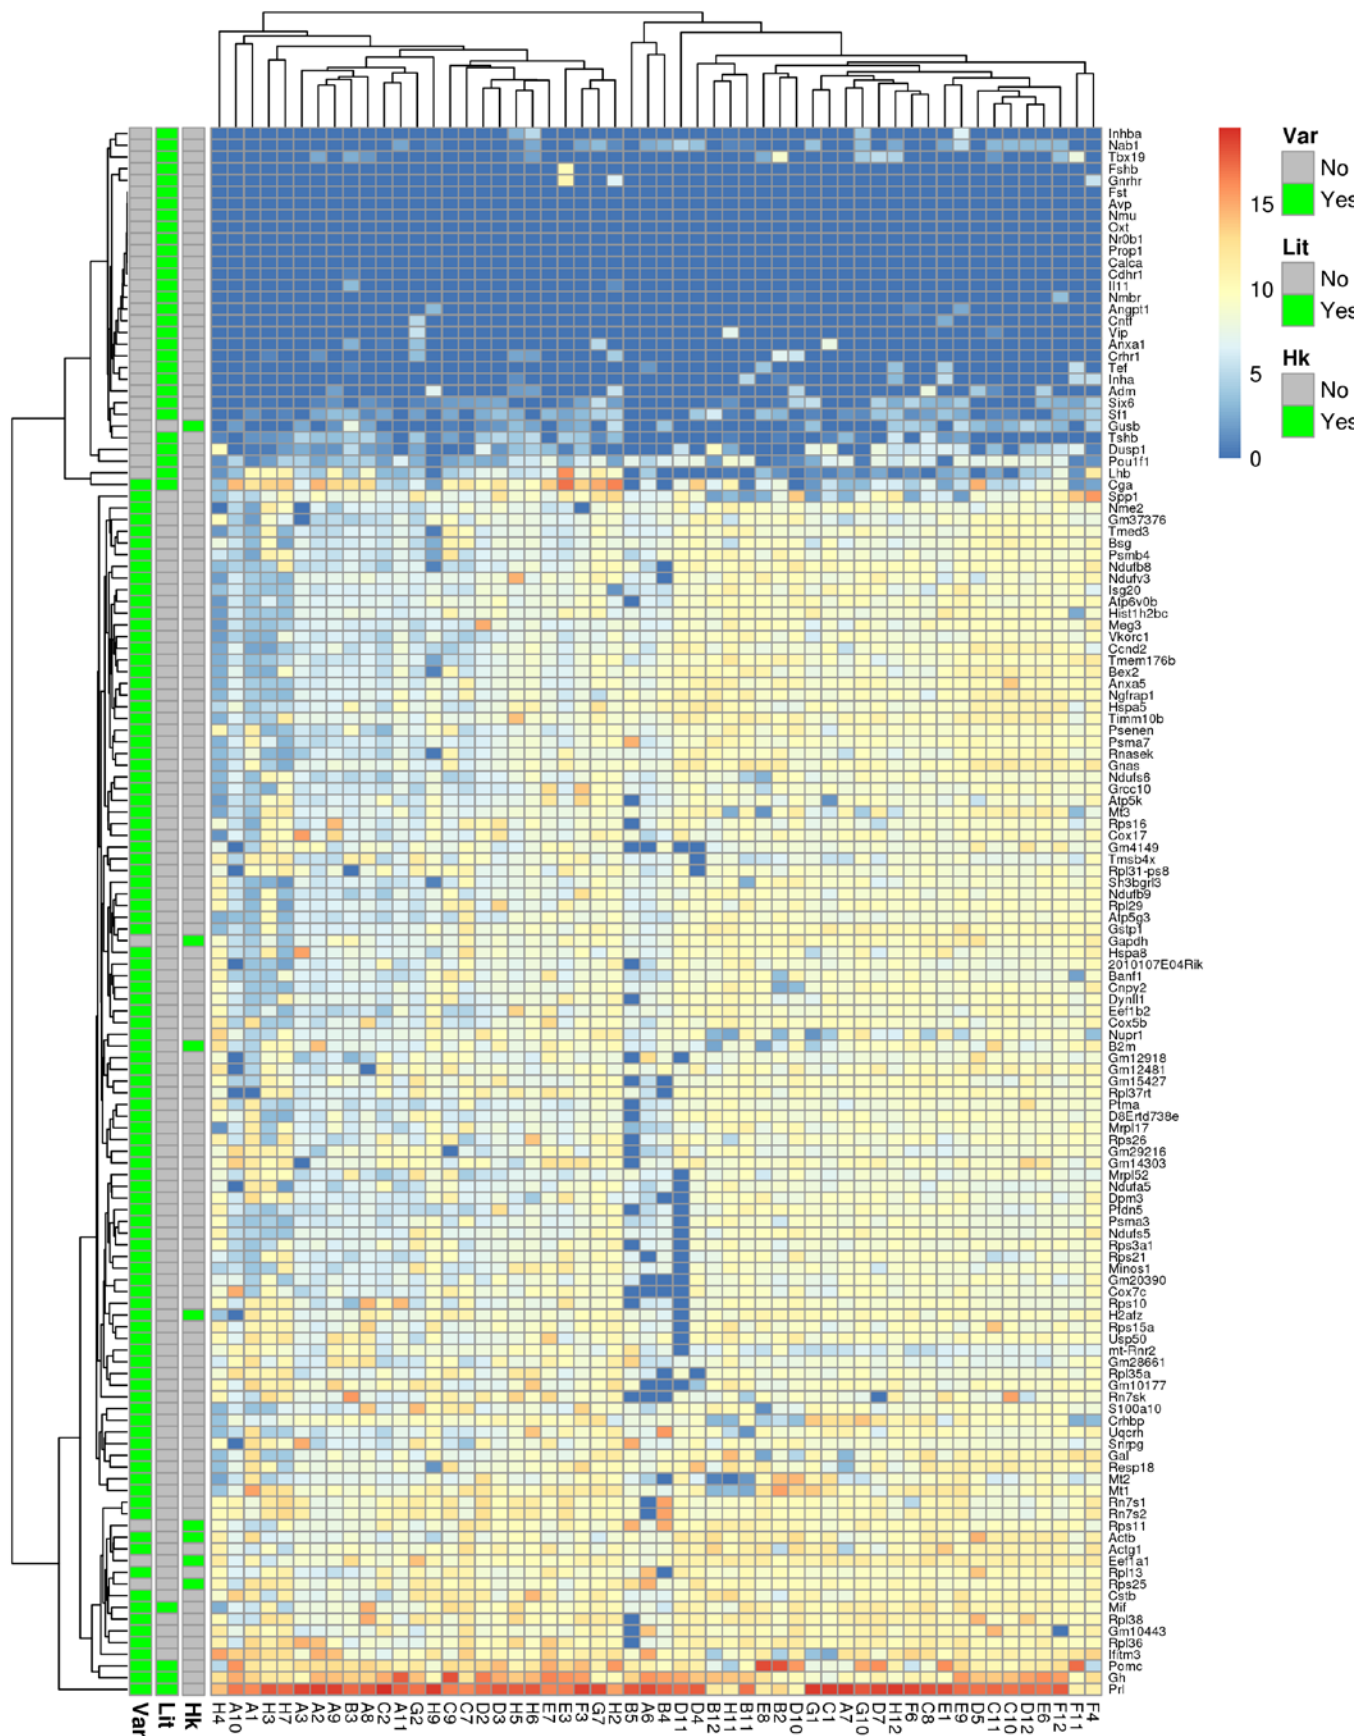

**Supplementary Figure S7: Analysis of SC heterogeneity in primary mouse pituitary cultures stabilized in RNA-Best**

Heat map of house-keeping genes and high variance genes found in primary mouse pituitary cell cultures following IFC-SC isolation and SC RNA-seq.

**A**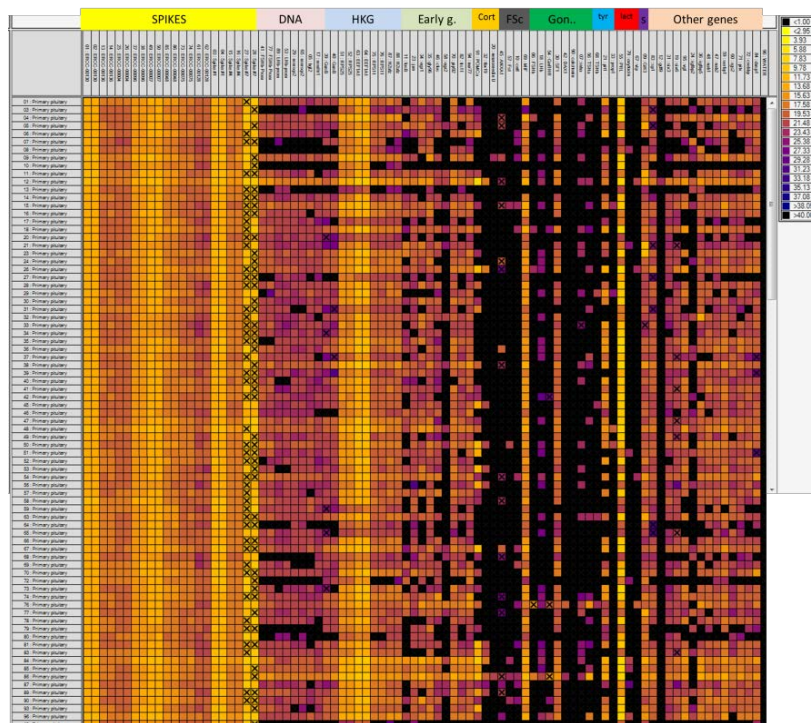**B**

| Cell | <i>Gnrhr</i> | <i>Lhb</i> | <i>Fshb</i> | <i>Cga</i> | <i>Prl</i> | <i>Gh</i> | <i>Tshb</i> | <i>Pomc</i> |
|------|--------------|------------|-------------|------------|------------|-----------|-------------|-------------|
| 1    | 15.3         | 1.0        | 17.5        | 21.5       | 32.7       | 22.7      | 1.0         | 20.8        |
| 2    | 13.9         | 11.4       | 1.0         | 18.6       | 31.3       | 19.9      | 1.0         | 18.2        |
| 3    | 22.2         | 16.5       | 24.7        | 28.4       | 24.5       | 21.8      | 17.1        | 21.9        |
| 4    | 24.9         | 18.6       | 24.0        | 30.8       | 33.1       | 24.8      | 1.0         | 29.4        |
| 5    | 16.5         | 1.0        | 1.0         | 19.8       | 31.5       | 20.5      | 1.0         | 17.3        |
| 6    | 19.4         | 17.8       | 1.0         | 26.3       | 33.8       | 24.6      | 1.0         | 19.3        |
| 7    | 1.0          | 1.0        | 19.5        | 22.2       | 32.3       | 22.8      | 1.0         | 17.0        |
| 8    | 1.0          | 14.7       | 17.5        | 24.3       | 32.5       | 22.1      | 1.0         | 28.7        |
| 9    | 1.0          | 15.0       | 1.0         | 19.4       | 32.1       | 19.9      | 18.8        | 1.0         |
| 10   | 1.0          | 1.0        | 1.0         | 17.9       | 31.5       | 20.7      | 17.5        | 28.2        |
| 11   | 1.0          | 15.0       | 1.0         | 21.2       | 31.4       | 26.4      | 17.5        | 1.0         |

Log<sub>2</sub> expression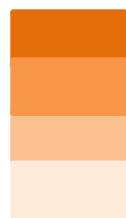

High

Low

| Cell | <i>Gnrhr</i> | <i>Lhb</i> | <i>Fshb</i> | <i>Cga</i> | <i>Prl</i> | <i>Gh</i> | <i>Tshb</i> | <i>Pomc</i> |
|------|--------------|------------|-------------|------------|------------|-----------|-------------|-------------|
| 1    | 10.6         | 16.0       | 10.1        | 13.9       | 16.6       | 15.9      | 4.5         | 13.3        |
| 2    | 5.7          | 11.5       | 0.0         | 2.4        | 11.3       | 12.8      | 0.0         | 4.9         |
| 3    | 6.6          | 9.1        | 0.0         | 16.5       | 15.4       | 10.1      | 3.4         | 15.6        |
| 4    | 0.0          | 3.8        | 0.0         | 14.4       | 16.9       | 14.9      | 0.0         | 15.8        |
| 5    | 0.0          | 5.1        | 0.0         | 6.2        | 18.7       | 10.3      | 4.1         | 12.8        |
| 6    | 0.0          | 9.2        | 0.0         | 13.1       | 18.2       | 13.4      | 5.0         | 13.3        |
| 7    | 0.0          | 10.5       | 0.0         | 13.1       | 18.9       | 14.2      | 3.6         | 13.0        |
| 8    | 0.0          | 7.0        | 0.0         | 10.1       | 17.3       | 16.8      | 2.4         | 13.2        |
| 9    | 0.0          | 7.2        | 0.0         | 15.5       | 18.1       | 15.0      | 5.2         | 14.4        |
| 10   | 0.0          | 11.1       | 0.0         | 14.9       | 18.5       | 10.2      | 1.3         | 11.0        |

Log<sub>2</sub>(TPM+1)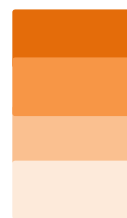

High

Low

### Supplementary Figure S8: Analysis of cellular composition in primary mouse pituitary cultures stabilized in RNA-Best

(A) Heat map of selected genes analyzed in primary mouse pituitary cultures treated with 5 nM GnRH following IFC-SC isolation and SC qPCR using a panel for pituitary gene markers. (B) Tables displaying gonadotrope-specific markers that are co-expressed in selected pituitary SCs. All cells expressing either *Gnrhr*, *Fshb*, or *Tshb* were selected for display. Both nominal cell copy numbers (*Top*) from SC qPCR and average transcripts per million from SC RNA-seq (*Bottom*) are shown.

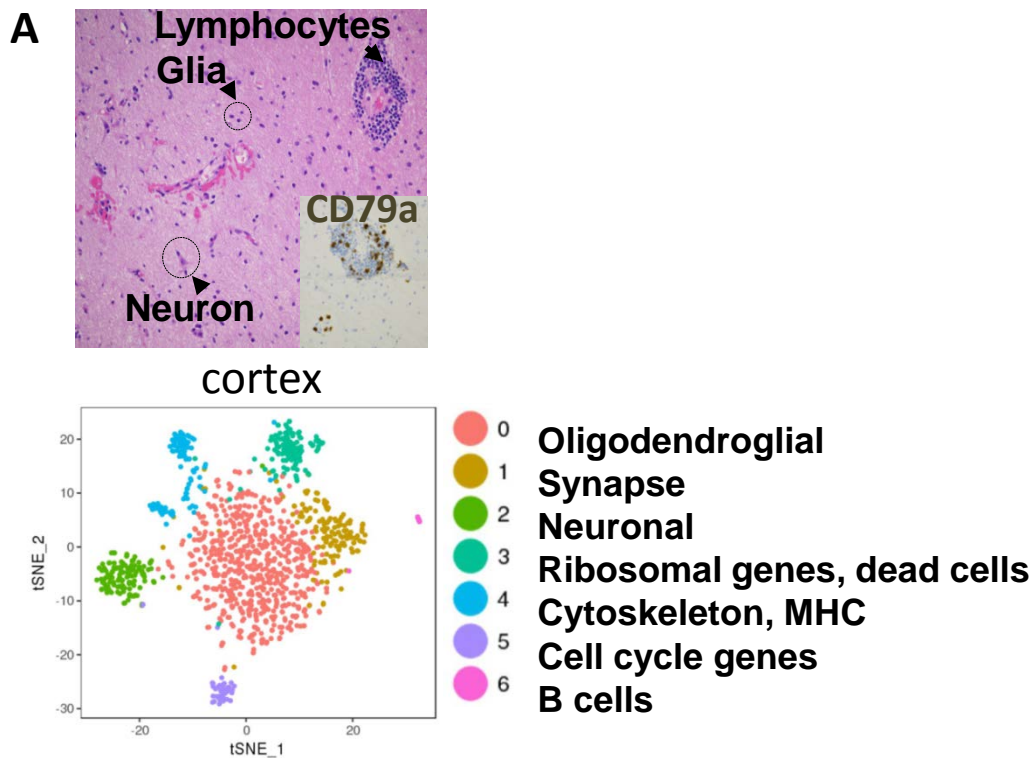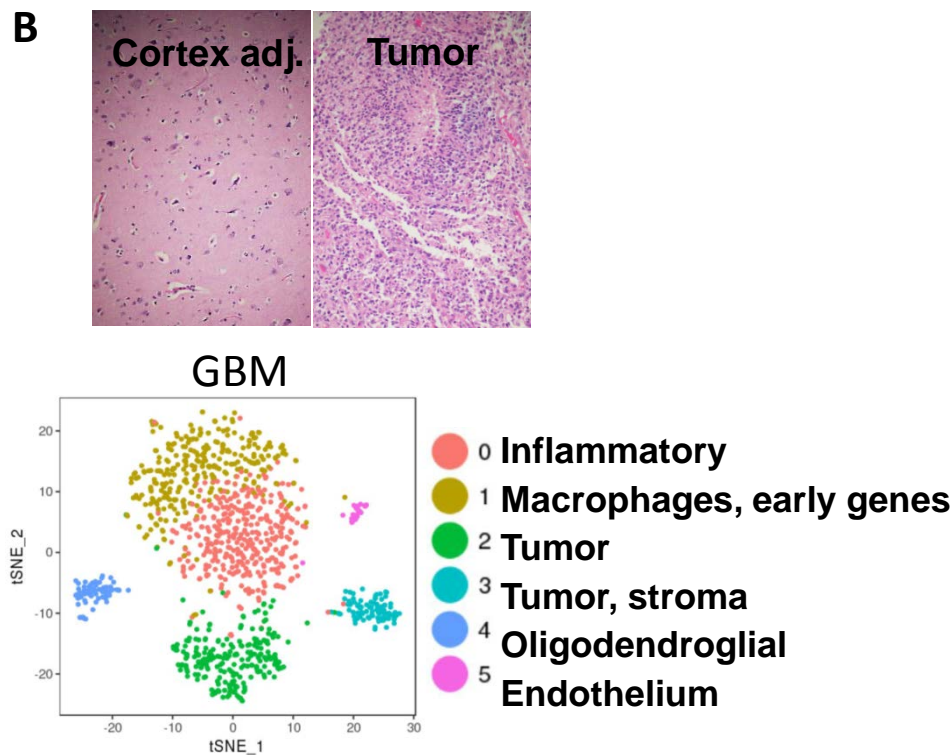

**Supplementary Figure S9: Analysis of SC heterogeneity in dissociated human brain tissue stabilized in RNA-Best**

(A) *Top*, Micrograph of a cerebral cortical tissue section, with anti-CD79a antibody staining (*inset*). *Bottom*, Clustering of cells from the dissociated cortical tissue into distinct cell populations, rendered on a two-dimensional tSNE representation based on a clustering analysis of Mini Drop-seq SC RNA-sequencing data. Colors indicate cell type or gene group. (B) *Top*, Micrograph of tissue sections of a glioblastoma multiforme (GBM, Tumor) and its adjacent cortex (Cortex adj.). *Bottom*, Clustering of cells from the dissociated GBM tissue into distinct cell populations on a tSNE plot based on SC RNA-sequencing.

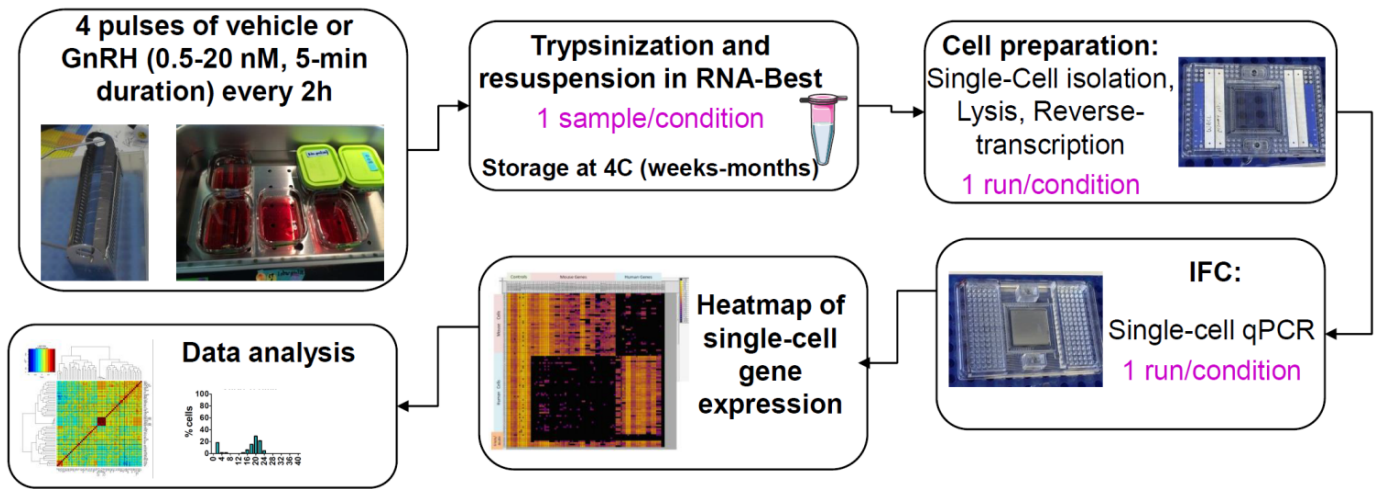

**Supplementary Figure S10: Schematic of the experimental workflow used for characterizing SC heterogeneity in IEG responses to GnRH pulse stimulation**

The experimental workflow comprises: i) time course experiments where cells were exposed to 4 pulses of GnRH (2 nM, 5-min duration) every 2 h and collected at short time intervals around the 4th pulse, ii) stabilization of the cells in RNA-Best and storage of stabilized samples at 4°C, iii) use of an integrated fluidic circuit (IFC) C1 system for SC isolation and high-throughput SC qPCR up to two months later. Heat maps of SC gene expression data are generated, and further data analysis is performed.

**A**

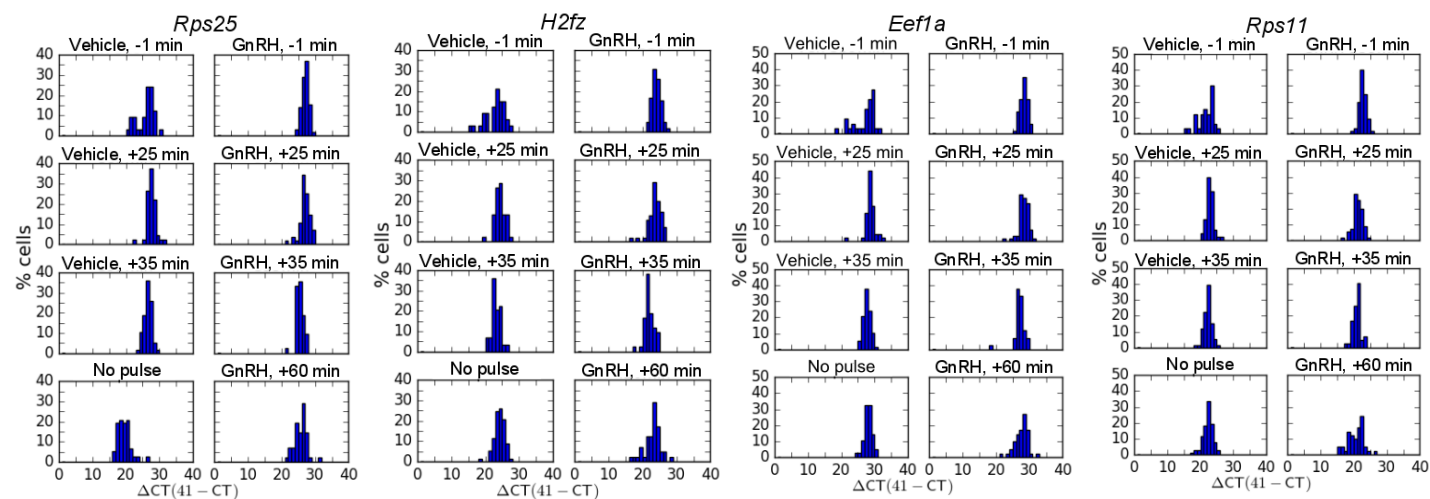

**B**

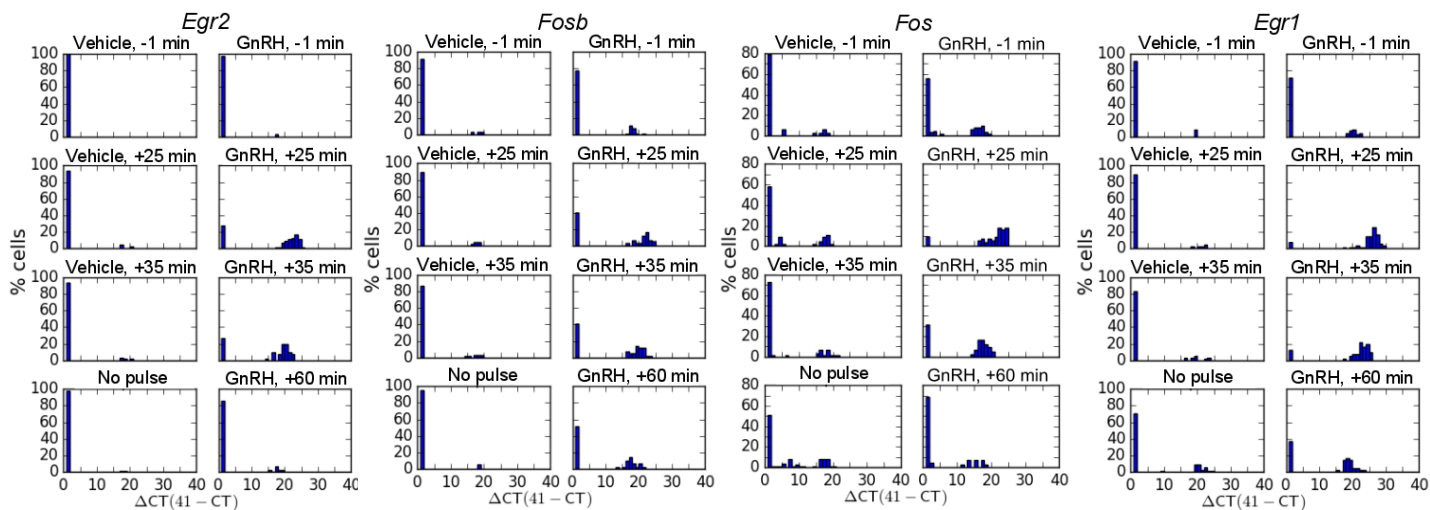

### Supplementary Figure S11: Characterization of SC heterogeneity in the response of IEGs to GnRH pulse stimulation

This is the same experiment as the one illustrated in **Fig. 4B,C**. (**A,B**) Histograms of the transcript levels of house-keeping genes (**A**) and IEGs (**B**) in all analyzed SCs following either vehicle, no pulse, or GnRH treatment. Cells were exposed to 4 pulses of GnRH (2 nM, 5-min duration) every 2 h and collected at short time intervals around the fourth pulse (from -1 min to +60 min), as depicted in **Fig. 4A**.

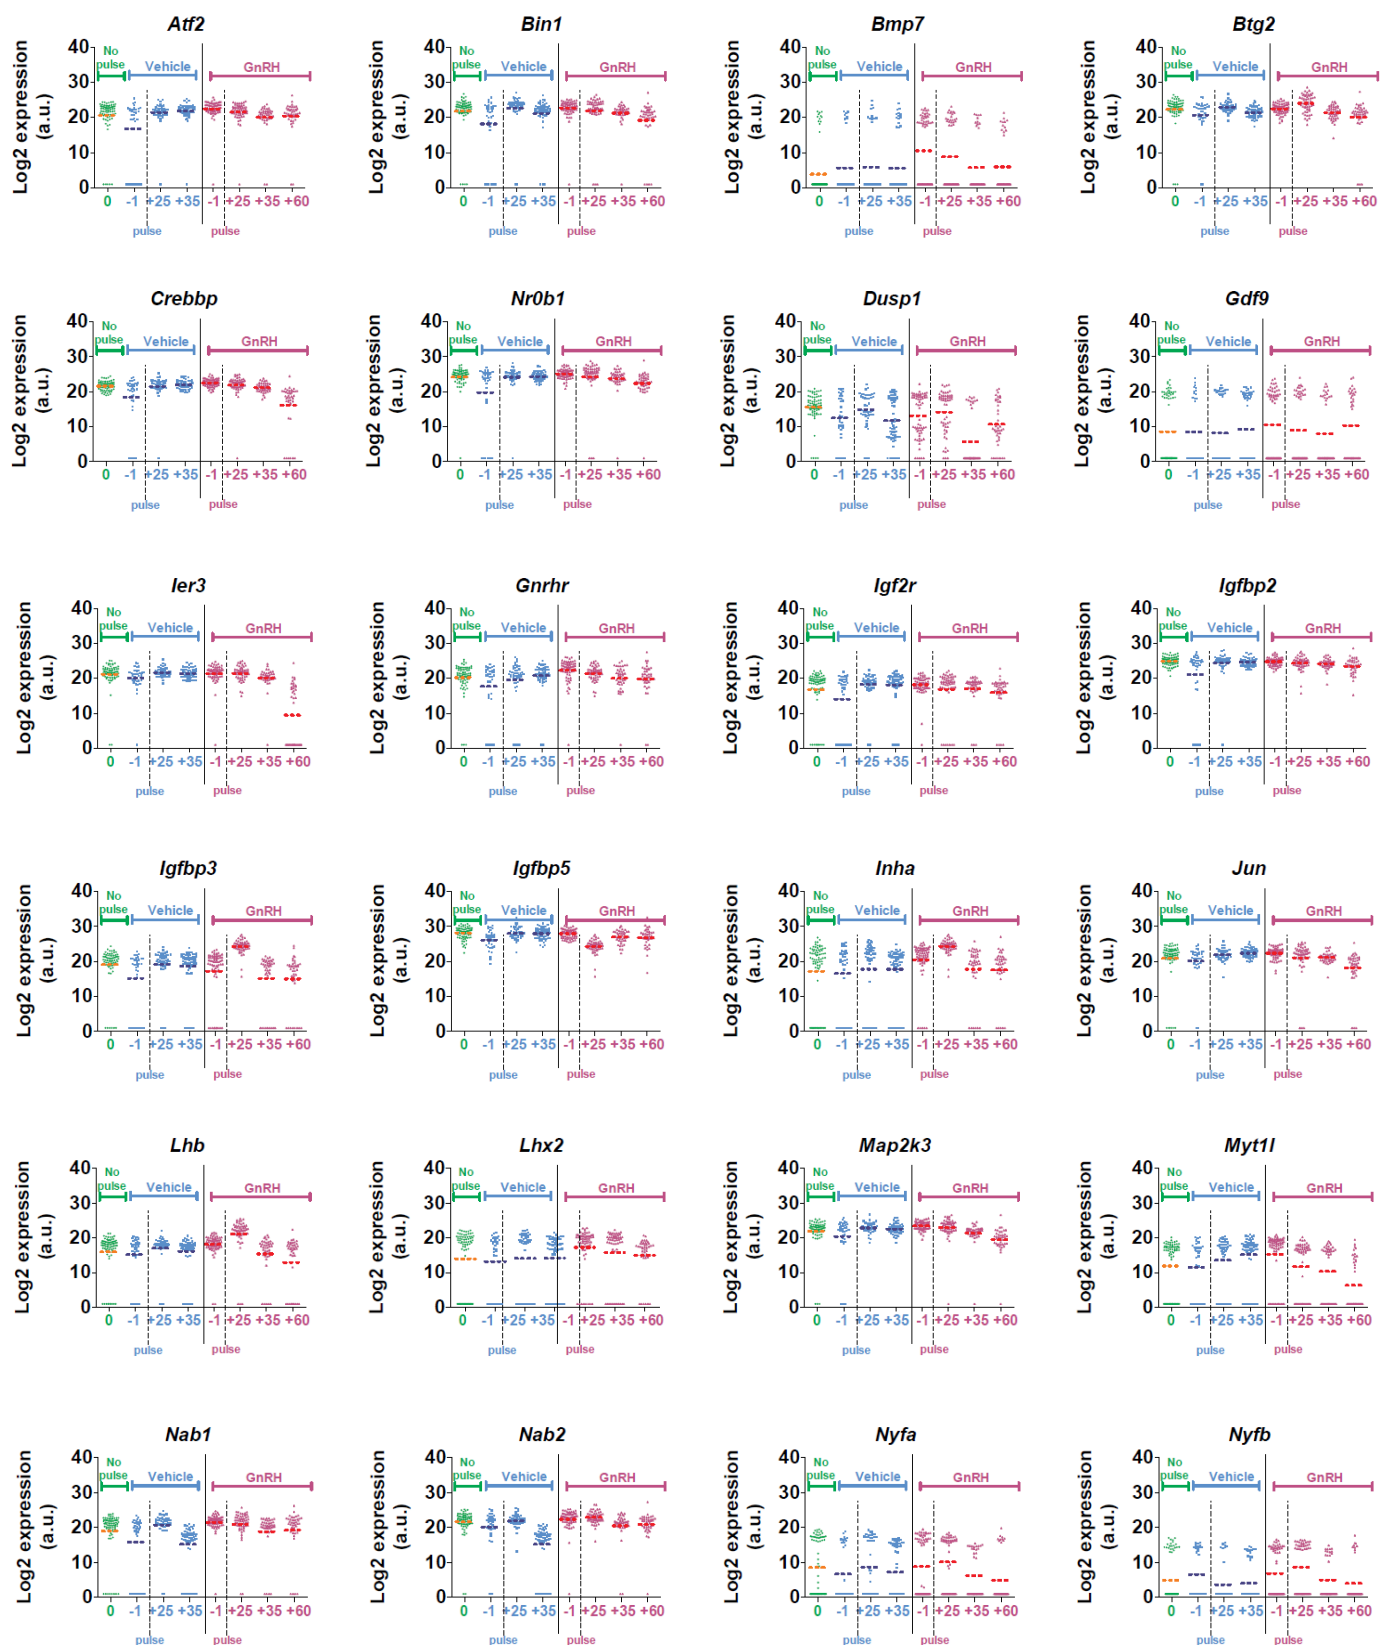

**Supplementary Figure S12: Analysis of the SC response of 45 genes to GnRH pulse stimulation (Part 1)**

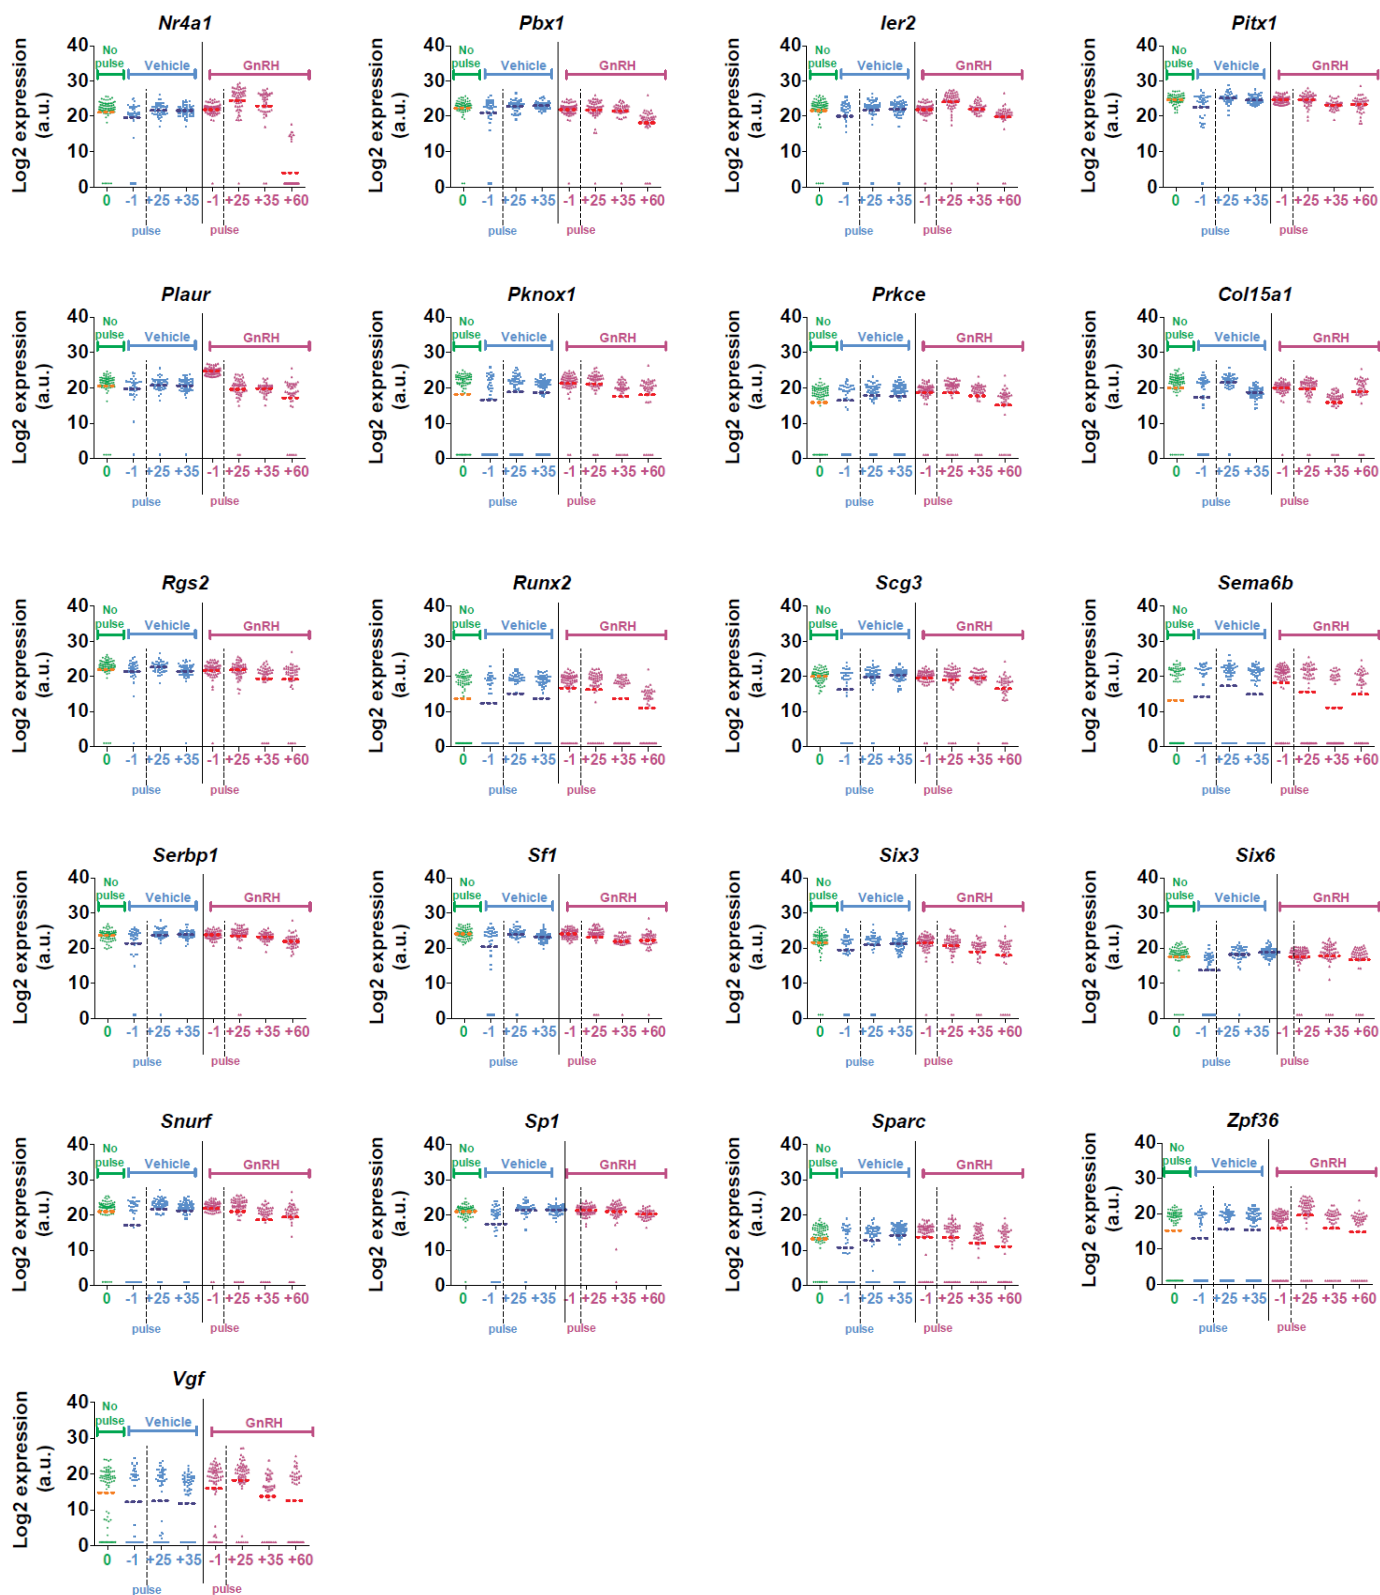

### Supplementary Figure S12: Analysis of the SC response of 45 genes to GnRH pulse stimulation (Part 2)

Vertical scatter plots of gene expression in SCs following either no pulse, vehicle or GnRH treatment are shown for 45 genes. Cells were exposed to 4 pulses of GnRH (2 nM, 5-min duration) every 2 h and collected at short time intervals around the fourth pulse (from -1 min to +60 min), as depicted in **Fig. 4A**.

The dotted line signifies average gene expression in all analyzed cells under each experimental condition. Data are from the same experiment as the one presented in **Fig. 4B,C**.

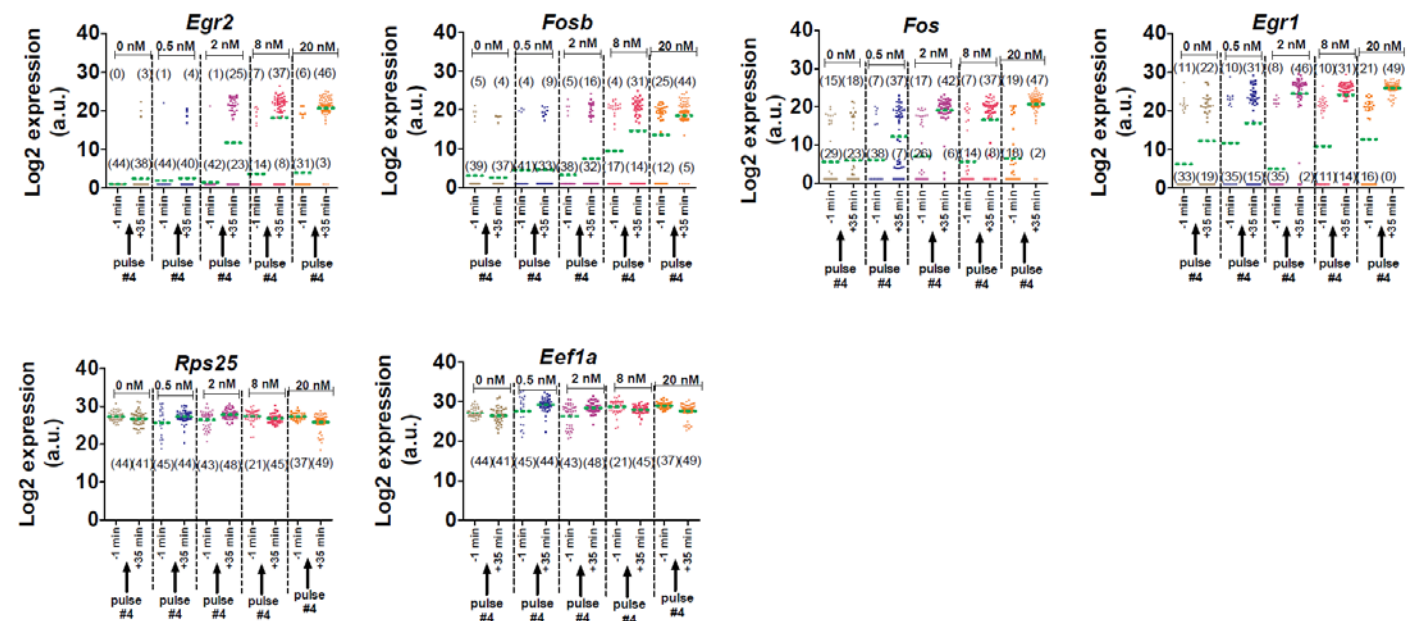

### Supplementary Figure S13: Characterization of SC heterogeneity in the response of IEGs to different concentrations of GnRH

Vertical scatter plots of IEG (*Top*) and housekeeping gene expression (*Bottom*) in SCs following exposure to increasing concentrations of GnRH and collection at either -1 min or +35 min relative to pulse #4. A minimum of 40 cells were analyzed per condition. In parentheses is indicated the number of gene-expressing (top) and non-gene expressing cells (bottom). Each cell is represented either by a dot (-1 min) or a square (+35 min); the green dotted line signifies average gene expression in all analyzed cells under each experimental condition. Data are from the same experiment as the one presented in **Fig. 5A**.

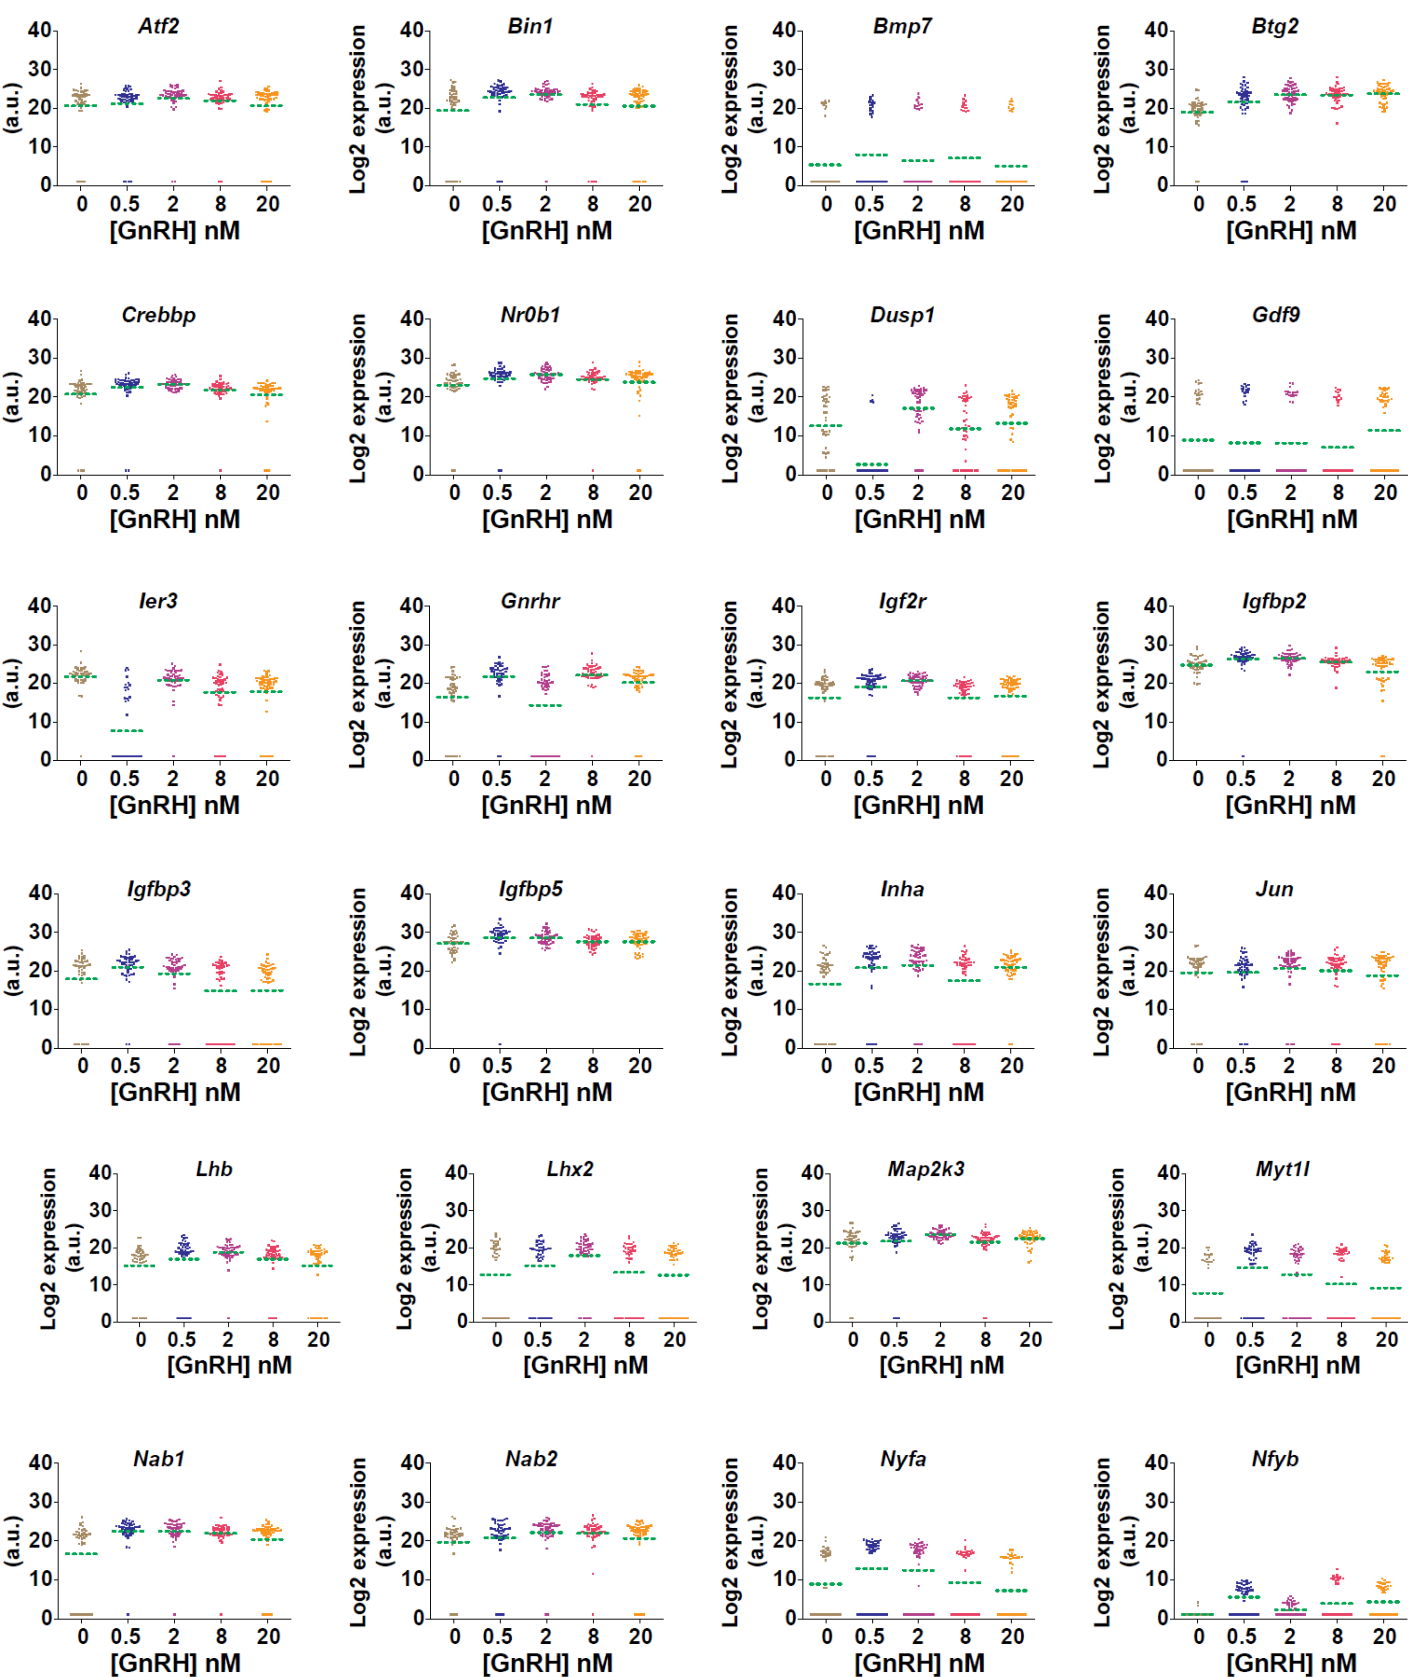

**Supplementary Figure S14: Analysis of the SC response of 45 genes to different concentrations of GnRH (Part 1)**

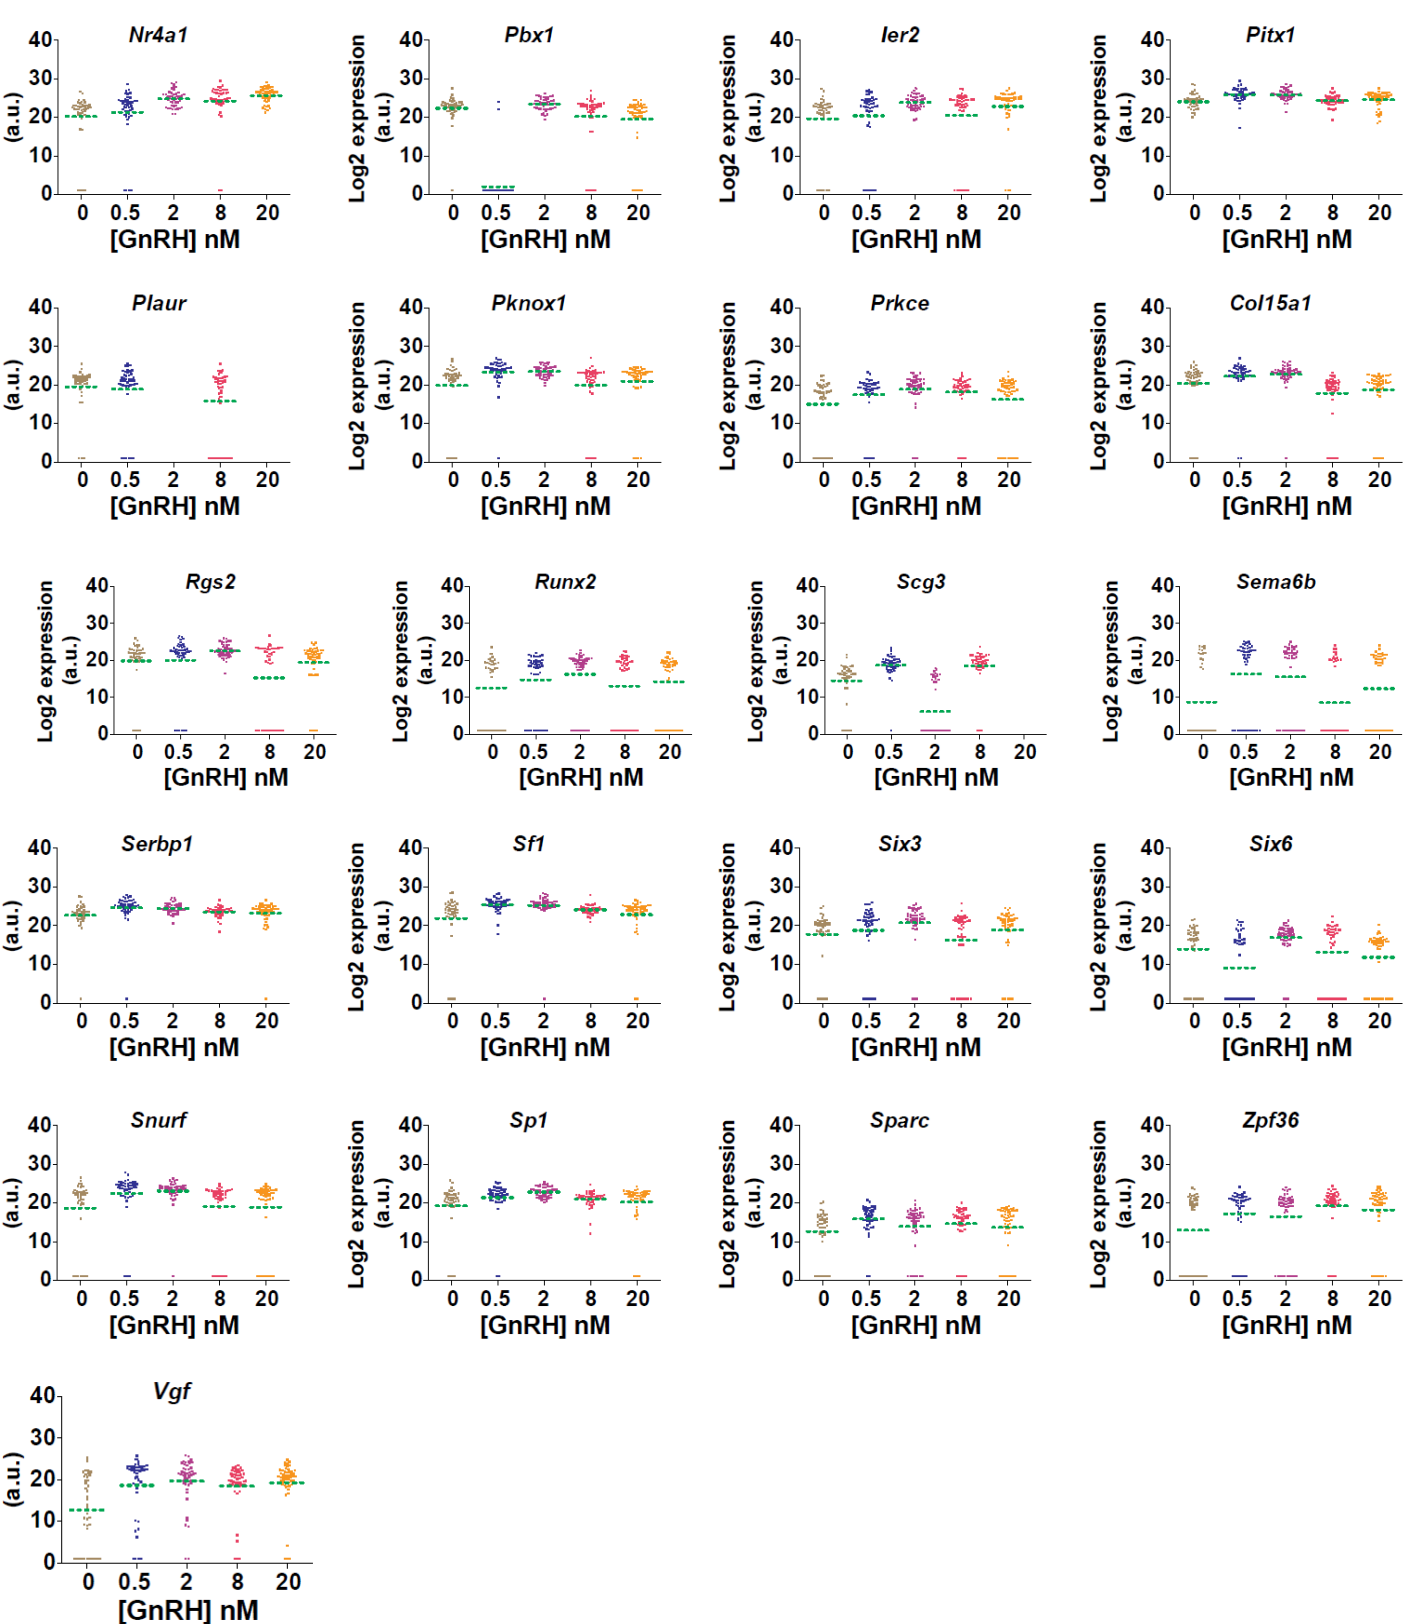

**Supplementary Figure S14: Analysis of the SC response of 45 genes to different concentrations of GnRH (Part 2)**

Vertical scatter plots of gene expression in SCs following exposure to increasing concentrations of GnRH and collection at +35 min relative to pulse #4 are shown for 45 genes. A minimum of 40 cells were analyzed per condition. The green dotted line signifies average gene expression in all analyzed cells under each experimental condition. Data are from the same experiment as the one presented in **Fig. 5A**.

**A**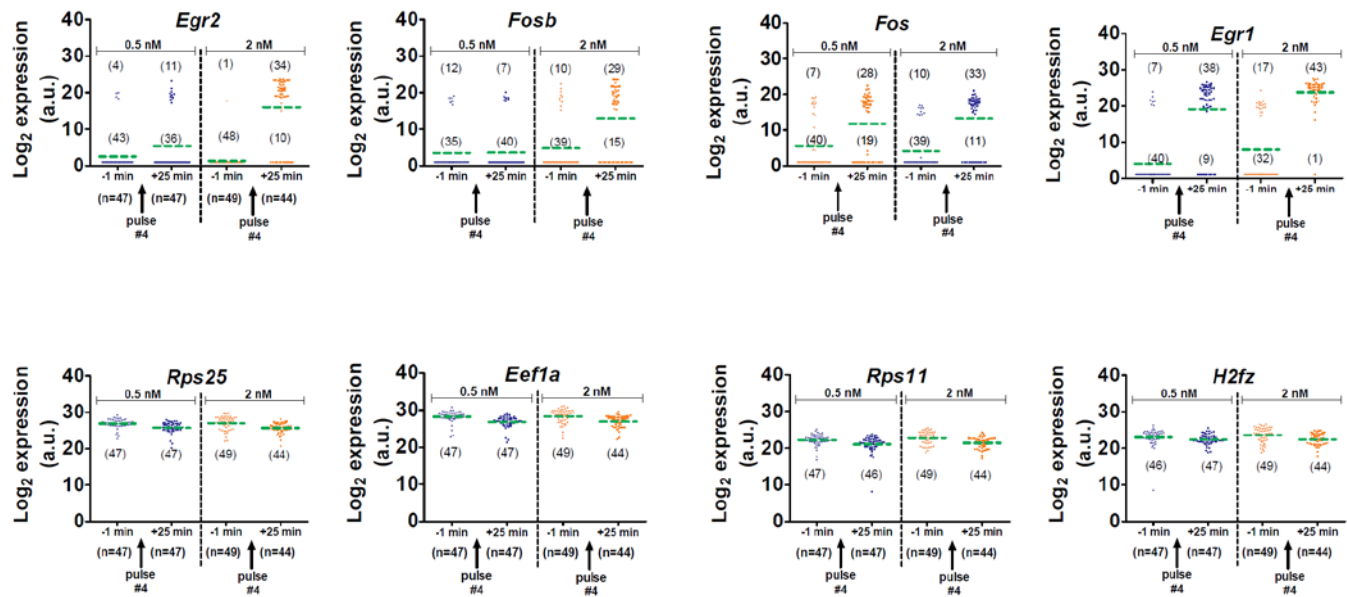**B**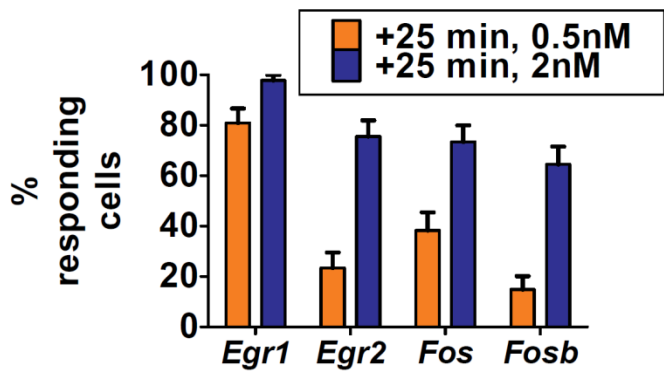**C**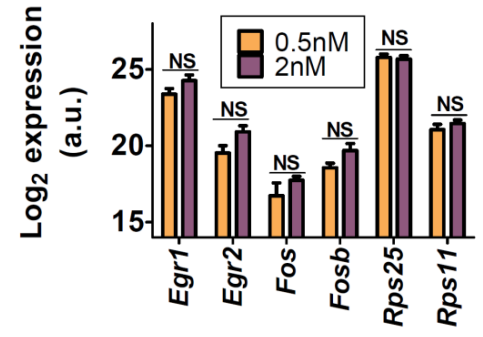**D**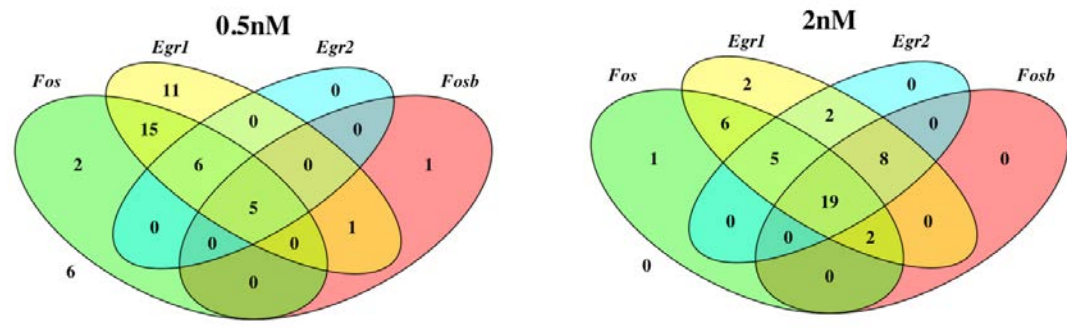

**Supplementary Figure S15: Characterization of SC heterogeneity in the response of IEGs to different concentrations of GnRH (replicate experiment)**

This is an independent experiment from the one shown in **Supplementary Fig. S13** (or **Fig. 5A**). Cells were exposed to either 0.5 or 2 nM GnRH and collected at either -1 min or +25 min relative to pulse #4. **(A)** Vertical scatter plots of IEG (*Top*) and housekeeping gene expression (*Bottom*) in SCs. In parentheses is indicated the number of gene-expressing (top) and non-gene expressing cells (bottom). Below each housekeeping gene plot is the total number of cells that were analyzed under each experimental condition. Each cell is represented either by a dot (-1 min) or a square (+25 min); the green dotted line signifies average gene expression in all analyzed cells under each experimental condition. **(B)** Bar graphs of the percentages of cells expressing a regulated gene (i.e. induced cells) at +25 min. Error bars are based on the binomial standard deviation on the number of gene-expressing cells. **(C)** Bar graphs of average gene expression in gene expressing (i.e. induced) cells at +25 min. Error bars represent standard deviation. ANOVA shows no significant differences. **(D)** Venn diagrams illustrating the overlap of *Fos*, *Egr1*, *Egr2*, and *Fosb* expression in all analyzed cells at +25 min.

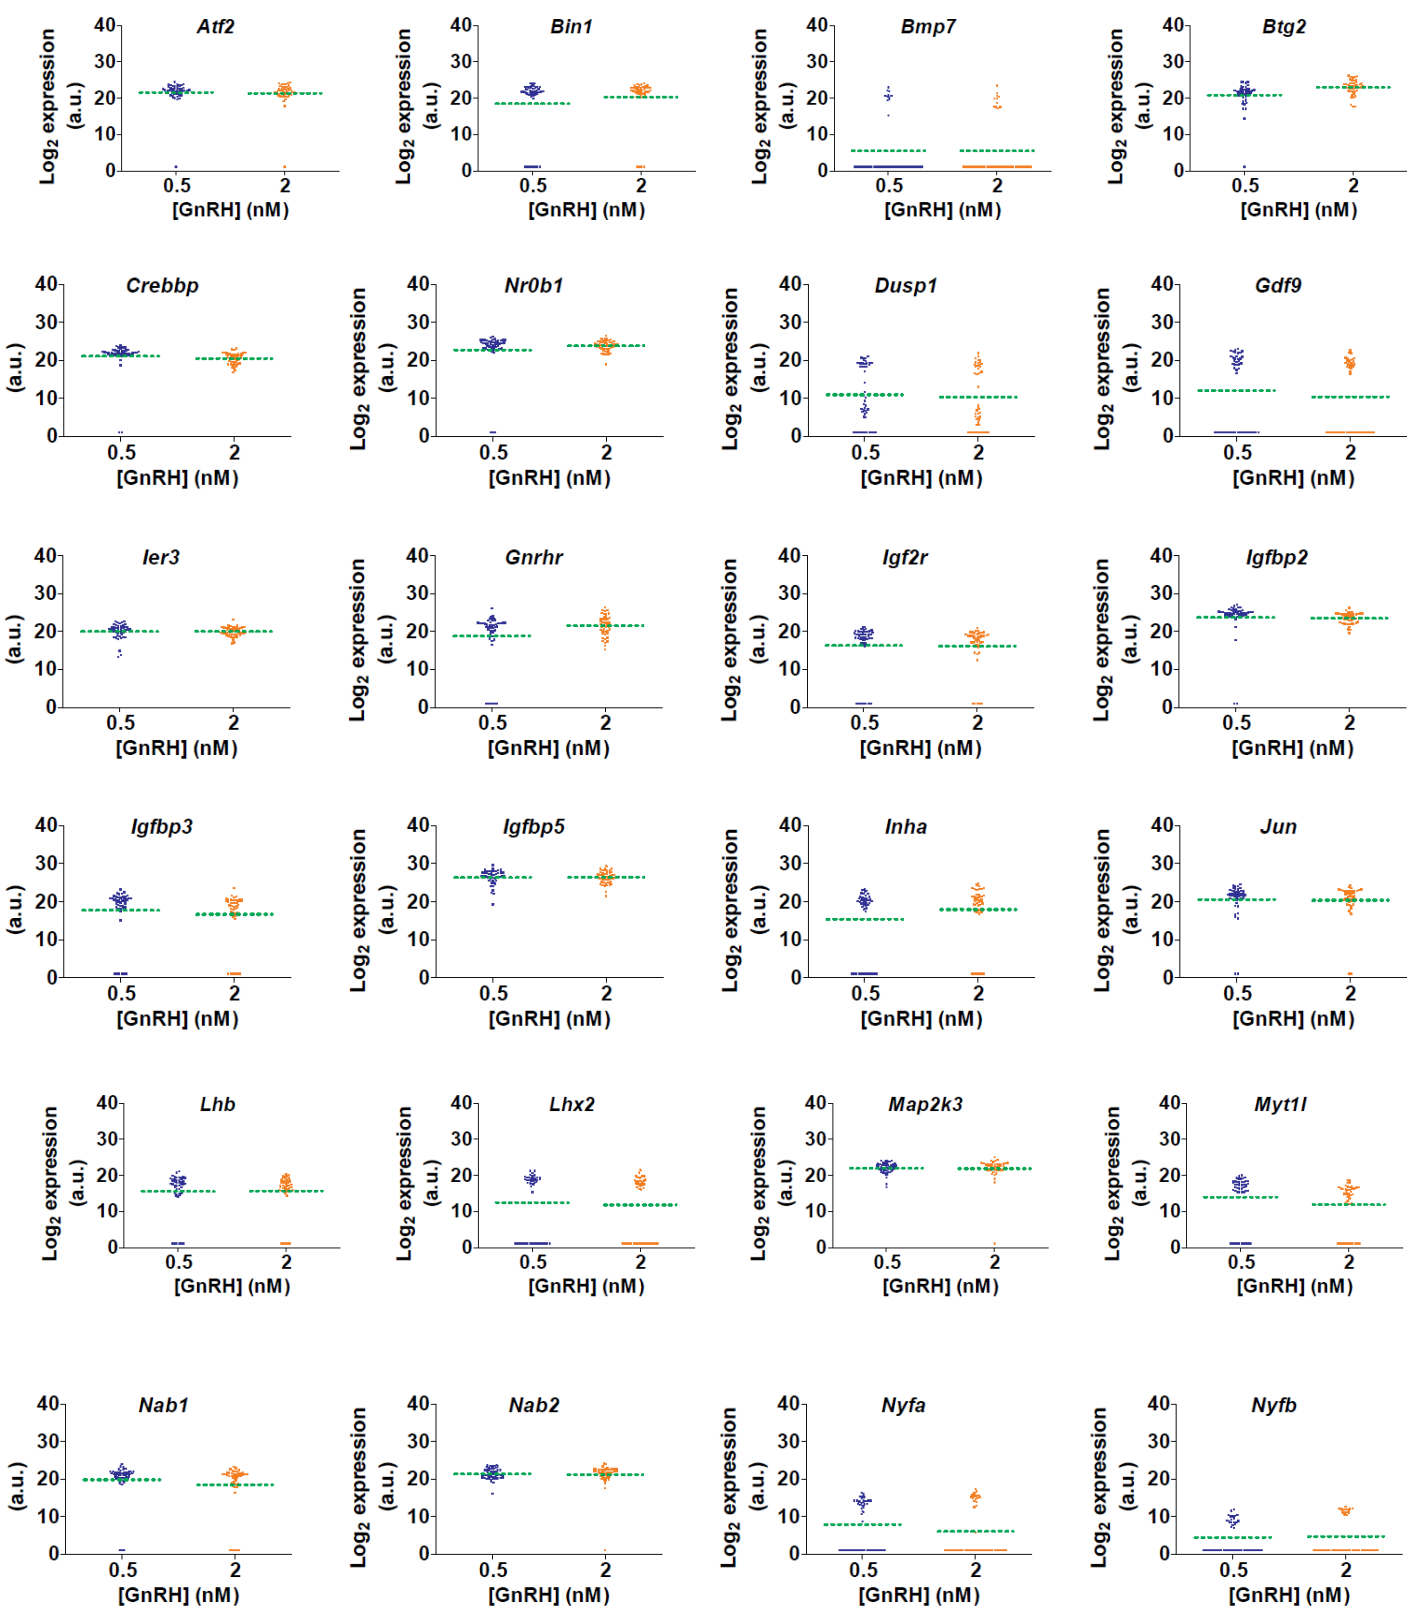

**Supplementary Figure S16: Analysis of the SC response of 45 genes to different concentrations of GnRH (replicate experiment) (Part 1)**

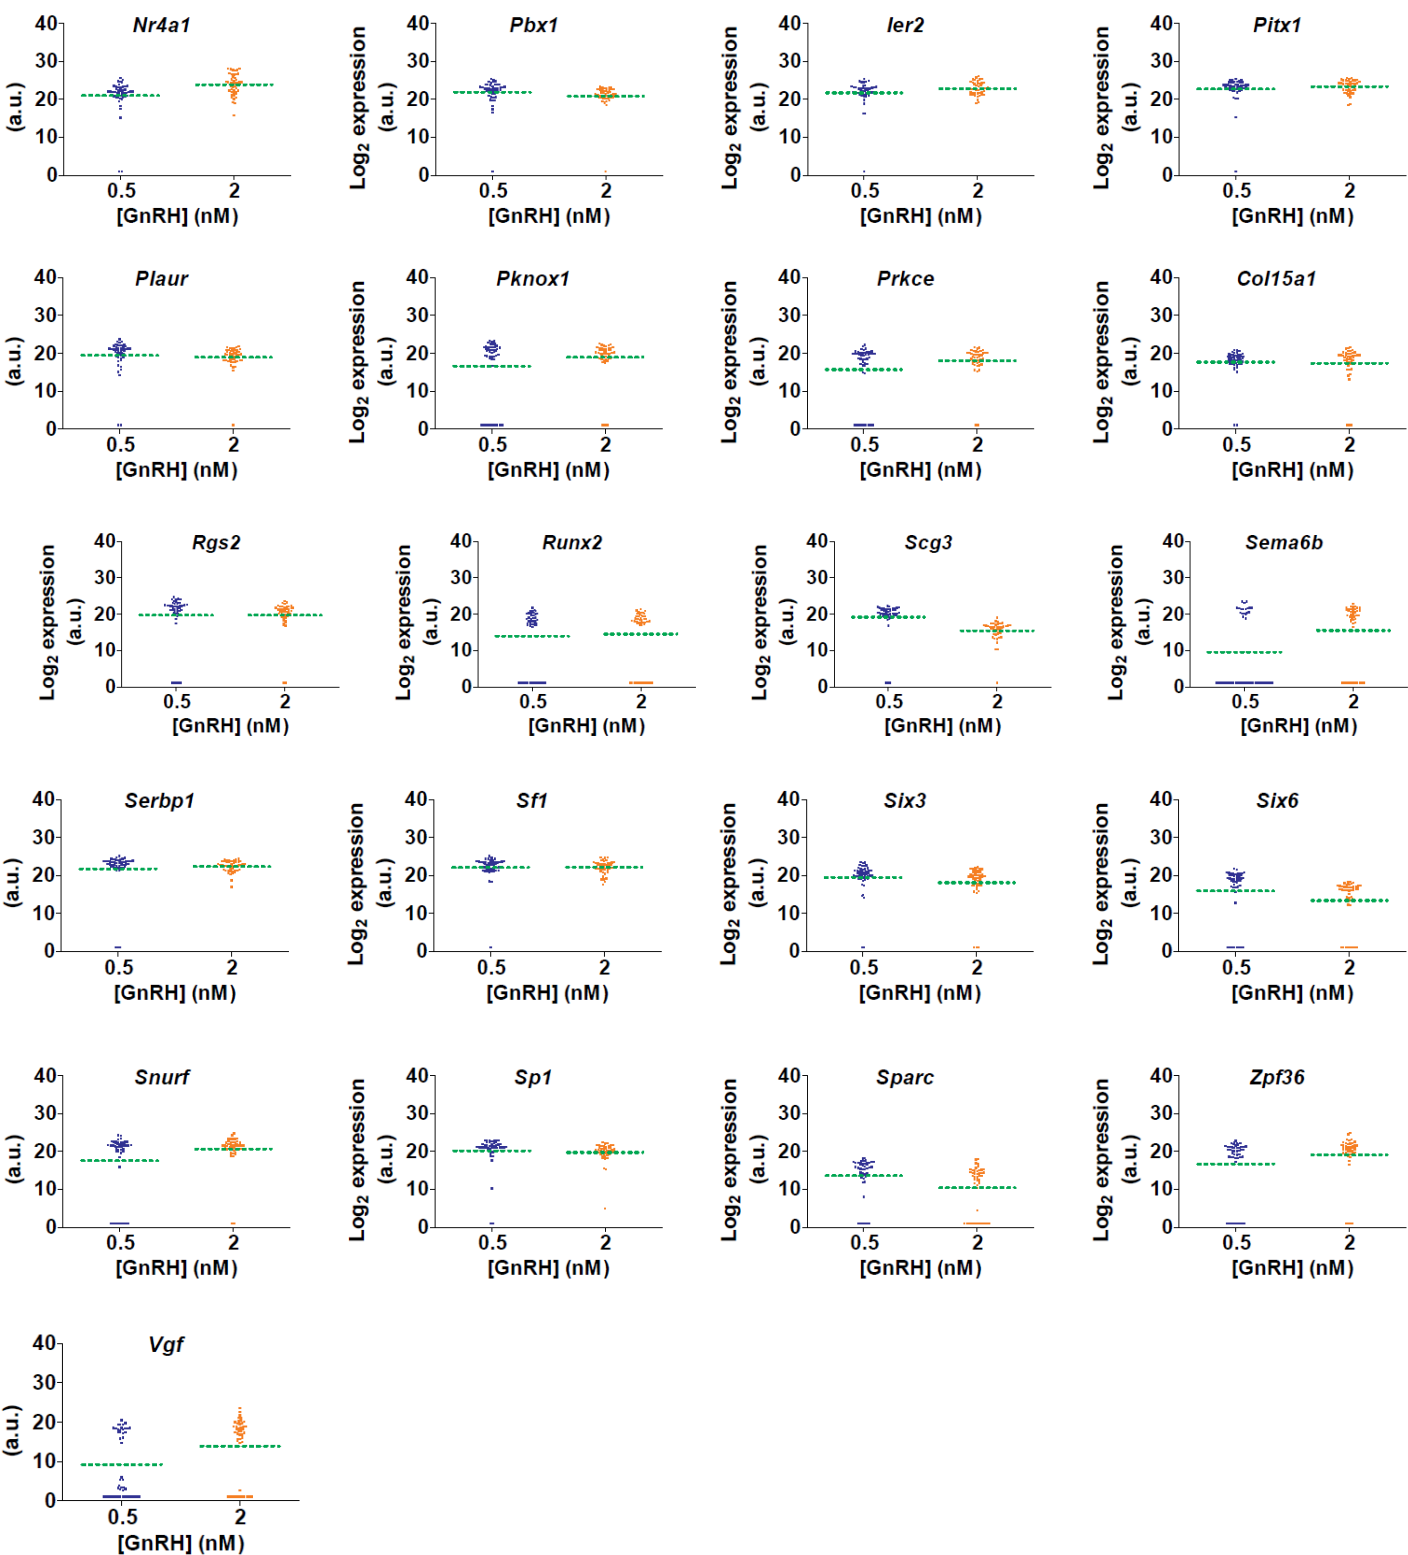

**Supplementary Figure S16: Analysis of the SC response of 45 genes to different concentrations of GnRH (replicate experiment) (Part 2)**

Vertical scatter plots of gene expression in SCs following exposure to increasing concentrations of GnRH and collection at +25 min relative to pulse #4 are shown for 45 genes. The green dotted line signifies average gene expression in all analyzed cells under each experimental condition. Data are from the same experiment as the one presented in **Supplementary Fig. S15**.

How the deposited data were processed for this re-analysis (not part of the article)

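Bulk RNA-seq libraries of LβT2 cells treated with GnRH were used, 3 from fresh and 3 from RNA-Best-preserved cells. The authors aligned single reads to GRCm38 with STAR and counted them with featureCounts, and the deposited values are estimated counts per gene that are not scaled for library size. Parts of counts show that some reads were divided, and the paper's text does not name the setting. Values of pseudogenes, paralogs and overlapping or antisense genes are therefore uncertain. The table holds 47069 genes, 0 spike-ins and 0 entries without a gene identifier.

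Counts were rounded to whole numbers and analysed in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM scaling and filterByExpr (minimum count 10), and adjusted p are Benjamini-Hochberg values. Limma 3.58.1 gave voom, camera and fry, and DESeq2 1.42.0 a Wald test and size factors. Camera used a preset correlation of 0.01. Correlations and shares of genes used the deposited values. Single values were compared by exact permutation tests, which with 3 libraries against 3 give no p below 0.1.

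Exonic lengths, GC content and positions came from a GENCODE release later than the one of the authors, on the same assembly. It matched 46574 genes, of which 46488 had a GC content. Offsets for length or GC content were loess fits with a span of 0.5 in each library. Exonic length joined all annotated exons of a gene, so it can exceed that of the transcript present. In counts simulated for RNA-Best against fresh, with 198 genes changed among 14622, edgeR recovered 52% of the genes changed 1.2-fold and 100% of those changed 4-fold, with 4 false calls. In 20 simulations with no difference, the correlation of the log2 fold change with length lay between -0.00971 and 0.0133.

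Depth ranged from 4909418 to 47438746 counts, and a count of 0 allows up to 3 counts. Designs, alternatives and the rule for named genes were fixed before the data were examined. Named are genes printed in the paper for these cells, the 5 largest and 5 smallest log2 fold changes among significant genes whose groups do not overlap, and at most 3 members of each gene set (immediate-early, ribosomal protein, mitochondrially encoded, replication-dependent histone and heat shock). Lists of nuclear noncoding RNAs and of olfactory and vomeronasal receptor genes were tested as well. Scaling, filter, test, fold change threshold, pseudocount, replicate block, length and GC offsets, thinning and leaving out single libraries were varied. A gene labelled in the heat map is not reported here. Single-cell and qPCR experiments were not analysed here.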

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

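The tests in this part were written down before their results were seen, but the numeric limits by which the 3′ coverage, intron, nuclear RNA and receptor gene tests were read, and the removal of the most counted receptor genes, were chosen after the values were seen.

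Outside the heat map, 7445 genes passed edgeR's quasi-likelihood test, a signal in genes the paper does not discuss. Of the 10 splits of the libraries into 3 and 3, only the real split gave as many genes: the number of splits as large was 1 for this test, 1 at the larger fold change and 1 for the heat map genes. The splits alone cannot exclude chance, since their number is too small, but noise of the size seen between libraries of a group does not account for the difference. The chi-square was 9.16 to 15.8 per gene in pairs of a fresh and an RNA-Best library, above that of every pair within a group. Counting noise at these depths does not account for the lower correlation between groups. In 20 draws of all libraries from a common profile, the lowest mean correlation between groups was 0.9987, against 0.9970 observed. Preservation in RNA-Best stays open as an explanation and was not separated from other differences in handling.

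The log2 fold change had a correlation of 0.522 with gene length, which the paper does not report. Depth does not account for it, since the correlation was 0.558 after thinning, and neither does GC content alone, since it was 0.472 after a GC offset. The number of splits as large was 1 of 10 for length and 2 for GC content, so the splits alone cannot exclude chance. Counting noise and gene-wise spread do not account for the relation with length, since 20 simulations with no difference gave correlations of -0.00971 to 0.0133. A candidate explanation is stronger 3′ coverage in the fresh libraries, which the picture of Supplementary Figure S3 shows, with fresh replicate 3 highest. In that library the level of long minus short genes differed from the mean of the other fresh libraries by -0.0527, which is less than the RNA-Best libraries, at 0.23 to 0.31, differed among themselves, so this value does not decide and the explanation stays open. A further candidate explanation is more nuclear or unspliced RNA in RNA-Best libraries. After a length offset, the log2 fold change of 12231 protein-coding genes had a correlation of 0.172 with intron length, between 0.153 and 0.183 with single libraries left out. The median of 9 tested nuclear noncoding RNAs, of 15 listed, was then 0.25, at percentile 99.55 of 10000 random lists, but 4 were higher and 4 lower.

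Among 426 tested intronic, antisense and unconfirmed transcripts, 127 were higher in RNA-Best and 20 lower by edgeR, in classes the paper does not discuss. Gene length does not account for this, since their median log2 fold change after the length offset was 0.283, against -0.01 for protein-coding genes. Depth does not either, since the highest median in 20 simulations with no difference was 0.0238. Genomic DNA reads may contribute, but the receptor genes do not settle this. Such reads would be spread over the genome, whereas of 1329 olfactory and vomeronasal receptor genes only 91 had a count. Their summed level was 11.0 ± 0.771 CPM (SD, n = 3) in fresh and 14.9 ± 1.76 CPM (SD, n = 3) in RNA-Best libraries, a ratio of 1.35 (exact permutation test, two-sided, p = 0.1, the smallest possible). The summed level of all 4811 genes of the transcript classes, tested or not, had a ratio of 1.17. Since 77.0% of the receptor counts lay in 10 genes, some of them paralogs, the rest was also compared and had a ratio of 1.61 (exact permutation test, two-sided, p = 0.1). Unspliced RNA stays open too, since it would raise the same classes.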

How the results depend on the processing

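Alternatives were compared with the results above. Spike-in library sizes were not run, since the table holds 0 spike-ins.

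The number of significant genes was 1732 under glmTreat and otherwise between 5331 after thinning and 7637 with no filter. Leaving out single libraries gave 6357 to 7273. The share higher in RNA-Best was 51.2%, and 42.6% with no filter, while glmTreat gave 1302 genes higher and 430 lower. With no filter the median log2 fold change of all tested genes was -0.0644, against -0.00740 in the main test. The lower share with no filter therefore goes with a shift common to the genes. The 19 genes at a log2 fold change of at least 2 became 144 with no filter, which adds genes with few counts and of which 25 were lower in RNA-Best, and 214 at a threshold of 1. Leaving out single libraries gave 18 to 34, with 29 without fresh replicate 1 and 34 without RNA-Best replicate 3. The lowest number was 13, after thinning to the smallest library, all of them higher in RNA-Best. The number of significant heat map genes was 26 with the length offset and 36 with no filter, the extremes of the alternatives, and 32 to 34 with single libraries left out.

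Libraries with the same replicate number did not deviate together, with correlations across genes of -0.00736, 0.0102 and -0.00784, so no pairing by number was seen. RNA-Best pairs differed by little more than counting noise (chi-square 1.10 to 1.30 per gene), so pairing is not excluded. With the replicate block 7472 genes were significant, and 22 at the larger change. With it *Egr2* passed at -0.10 (adjusted p = 0.0368 from edgeR, range over the alternatives 0.00474 to 0.673). With replicate block and length offset *Egr1*, *Actb*, *Nnmt* and *Gm14046* did not pass.

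Mean correlations among fresh, among RNA-Best and between groups were 0.9985, 0.9958 and 0.9903 over genes past filterByExpr, 0.9985, 0.9960 and 0.9889 over genes at 1 CPM in every library, 0.9974, 0.9921 and 0.9932 with a pseudocount of 0.1, 0.9996, 0.9991 and 0.9961 with a pseudocount of 10, 0.9449, 0.9373 and 0.9341 with Spearman's coefficient and 0.9970, 0.9971 and 0.9952 after thinning. Over genes with at least 1 count in any library, those among RNA-Best and between groups were 0.9975 and 0.9959. Leaving out single libraries gave 0.9993 to 0.9996 among fresh and 0.9978 to 0.9986 among RNA-Best libraries. The cause was not tested.

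Shares of genes expressed reversed with the threshold. RNA-Best minus fresh was -6.26 percentage points per chromosome, -6.23 per GC bin and -2932 genes detected at 1 count. It was 0.604, 0.579 and 277 at 1 CPM, and 0.856, 0.853 and 404 after thinning, which gives all libraries the same depth. At the deposited depths these shares therefore cannot be compared between groups. Depth also limits low genes, since a count of 0 allows up to 0.0632 CPM in the deepest and 0.611 CPM in the shallowest library.

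The correlation with gene length was 0.545 with the CPM filter and 0.484 to 0.512 with single libraries left out, and that with GC content was -0.340 to -0.280.

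The ribosomal protein set had an adjusted p of 0.106 when camera estimated the correlation, and the histone set 0.000727 with fry. The immediate-early set had an adjusted p from camera of 0.0232 to 0.200 with single libraries left out, the lowest without RNA-Best replicate 1. Over all alternatives, the adjusted p ranged from 2.47e-40 to 0.106 for the ribosomal protein, from 0.000727 to 0.811 for the histone, from 0.0232 to 0.785 for the immediate-early and from 2.14e-11 to 0.924 for the mitochondrial set. The mitochondrial set turned higher in RNA-Best with the length offset (adjusted p = 2.14e-11 from camera) and without RNA-Best replicate 1 (adjusted p = 0.661 from camera), and had an adjusted p of 0.315 to 0.886 with single libraries left out. The cause was not tested.

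Some log2 fold changes near 0 changed sign. With the length offset, *Fos* was 0.0950, *Fosb* -0.0353, *Eef1a1* 0.0956 and *B2m* 0.124. With replicate block and length offset they were 0.0831, -0.0300, 0.0975 and 0.165. *Lhb* was -0.0185 with no filter and -0.0122 after thinning. *Gusb* was -0.0347 with no filter, -0.00553 with the block, -0.0143 with block and length offset and -0.0624 after thinning. With no filter, named genes moved lower by similar amounts, as in *Egr1* (0.0635 to 0.0168), *Cga* (-0.360 to -0.406) and *Gapdh* (-0.308 to -0.354). *Fos*, *Egr2* and *Eef1a1* moved in the same way. Signs and calls that changed with no filter therefore cannot be read gene by gene. With single libraries left out, *Fosb* ranged from -0.0250 to 0.138, lowest without RNA-Best replicate 1, and *Gusb* from -0.0307 to 0.0577, lowest without RNA-Best replicate 3 and also negative without fresh replicate 2 (-0.0149). The cause was not tested. Of all values of named genes under the alternatives, 612 kept direction and significance, 57 lost significance, 14 gained it and 17 changed sign.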

Differences from the paper's values

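Over all genes, with Pearson's coefficient and a pseudocount of 1, no mean correlation differed from the values of Fig. 2A taken to 2 significant digits, which is a coarse comparison. With Spearman's coefficient all of them differed, and over genes past filterByExpr or at 1 CPM in every library the means between groups, 0.9903 and 0.9889, were below those of Fig. 2A. Over genes with at least 1 count in any library, an alternative set before the data were examined, the pairwise correlations match those printed in Fig. 2A, except that fresh 1 with RNA-Best 3 and RNA-Best 1 with RNA-Best 2 differ in the last printed decimal. Their means were 0.9992 among fresh, 0.9975 among RNA-Best and 0.9959 between fresh and RNA-Best libraries.

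In the pictures of Supplementary Figure S2 the share of expressed genes stands slightly higher in RNA-Best on most chromosomes and in most GC bins. At 1 count the share was lower in RNA-Best on 20 of 20 chromosomes and in 10 of 10 GC bins. At 1 CPM it was higher on 19 chromosomes, equal on chromosome 13, and higher in 10 bins. After thinning it was higher on 19 chromosomes, lower on chromosome 12, and higher in 10 bins. Both settings were set before the data were examined.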

Other observations

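The tests in this part were written down before their results were seen.

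RNA-Best libraries were less correlated with one another than fresh libraries, and depth may account for it. After thinning, the mean correlation among RNA-Best minus that among fresh libraries was 8.88e-05. Pairs of fresh libraries differed by more than counting noise, with a mean chi-square of 1.85 per gene, and depth may account for the gap to RNA-Best pairs, since after thinning it was 1.19, against 1.12 in RNA-Best pairs. No biological explanation was tested for either.

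Of 73 ribosomal protein genes, 71 were lower and 1 higher in RNA-Best by edgeR, and 72 passed when adjusted over the list alone. The median log2 fold change was -0.31 (adjusted p = 1.22e-36 from camera). It was also lower with fry (adjusted p = 0.000619) and with DESeq2 size factors (adjusted p = 7.78e-37 from camera). With the gene length offset the median of the set from limma-voom went from -0.30 to -0.16 (adjusted p = 4.13e-23 from camera). Exonic length joins all annotated exons, a median of 1781 bases in this set, and can exceed that of the transcript present. The offset may therefore not remove all of a length effect. The set did not pass when camera estimated the correlation (adjusted p = 0.106), and its alternatives ranged from 2.47e-40 to 0.106. With camera's preset correlation and no offset or library left out, no other set passed, and of the other sets the histone set passed with fry. Of 38 immediate-early genes, 7 were higher and 14 lower, with 21 passing when adjusted over the list alone, and the set did not pass (adjusted p = 0.0979 from camera), except without RNA-Best replicate 1 (adjusted p = 0.0232 from camera, range over the alternatives 0.0232 to 0.785). Its members ranged from -0.67 for *Ier3* to 0.49 for *Egr3*, and *Ier3* did not pass after thinning (adjusted p = 0.383 from edgeR, range 2.83e-05 to 0.383). Of 36 histone genes 7 were lower, or 4 when adjusted over the list alone (adjusted p = 0.0608 from camera). Of 16 heat shock genes 1 was higher and 6 lower, 7 passing when adjusted over the list alone (adjusted p = 0.285 from camera). Of 17 mitochondrially encoded genes 5 were higher and 5 lower, 10 passing when adjusted over the list alone, and the median, -0.02, and the mean, 0.05, differ in sign (adjusted p = 0.612 from camera). With the gene length offset that set passed as higher in RNA-Best (adjusted p = 2.14e-11 from camera), and without RNA-Best replicate 1 its direction also turned to higher (adjusted p = 0.661 from camera, range over the alternatives 2.14e-11 to 0.924). Their share of the counts was 5.14% ± 0.0959 (SD, n = 3) in fresh and 5.14% ± 0.167 (SD, n = 3) in RNA-Best libraries (exact permutation test, two-sided, p = 1). The number of the 10 splits that gave a camera p as small was 1 for the ribosomal protein, 4 for the immediate-early, 8 for the mitochondrial, 5 for the histone and 6 for the heat shock set, so the splits alone cannot exclude chance for any of them.

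By the rule for named genes, the largest increases in RNA-Best were in *Gm38372*, with a log2 fold change of 3.50, *Vasn*, at 2.86, a gene without a symbol in the annotation, at 2.83, *Gm38393*, at 2.69, and *Gm38077*, at 2.59. The largest decreases were in *Gm9839*, at -1.96, *Gm5415*, at -1.81, *Nnmt*, at -1.16, *Lingo3*, at -1.08, and *Gm14046*, at -1.07. In the group where each was higher, these genes had 0.956 to 4.52 CPM, so their values rest on few counts. Without fresh replicate 2, which held 9 of its counts against 2 and 1 in the other fresh libraries, *Gm38372* had a log2 fold change of 4.48, and with single libraries left out it ranged from 3.05 to 4.48. *Nnmt* and *Gm14046* did not pass with DESeq2's Wald test (adjusted p = 0.0600 and 0.108) or without RNA-Best replicate 3 (adjusted p = 0.108 and 0.0537 from edgeR), and *Gm14046* did not pass without RNA-Best replicate 1 or with the length offset (adjusted p = 0.180 and 0.103 from edgeR). Their adjusted p over the alternatives ranged from 0.00240 to 0.108 for *Nnmt* and from 0.00949 to 0.180 for *Gm14046*. *Gm14046* is a pseudogene and its value is uncertain.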
